# Cilia locally synthesize proteins to sustain their ultrastructure and functions

**DOI:** 10.1038/s41467-021-27298-1

**Published:** 2021-11-30

**Authors:** Kai Hao, Yawen Chen, Xiumin Yan, Xueliang Zhu

**Keywords:** Translation, Super-resolution microscopy, Cilia

## Abstract

Cilia are microtubule-based hair-like organelles propelling locomotion and extracellular liquid flow or sensing environmental stimuli. As cilia are diffusion barrier-gated subcellular compartments, their protein components are thought to come from the cell body through intraflagellar transport or diffusion. Here we show that cilia locally synthesize proteins to maintain their structure and functions. Multicilia of mouse ependymal cells are abundant in ribosomal proteins, translation initiation factors, and RNA, including 18 S rRNA and tubulin mRNA. The cilia actively generate nascent peptides, including those of tubulin. mRNA-binding protein Fmrp localizes in ciliary central lumen and appears to function in mRNA delivery into the cilia. Its depletion by RNAi impairs ciliary local translation and induces multicilia degeneration. Expression of exogenous Fmrp, but not an isoform tethered to mitochondria, rescues the degeneration defects. Therefore, local translation defects in cilia might contribute to the pathology of ciliopathies and other diseases such as Fragile X syndrome.

## Abstract (web summary)

Cilia are microtubule-based organelles containing proteins transported from the cell body. Here, the authors show that the multicilia of mouse ependymal cells contain ribosomal components, tubulin mRNA,18 S rRNA and nascent tubulin peptides, suggesting local translation in the ciliary compartment.

## Introduction

Proteins are traditionally known to be translated in the cytosol or on the endoplasmic reticulum and then reach their functional sites through intracellular trafficking or by diffusion^1^. Nevertheless, it is recently recognized that mRNAs can be delivered to polarized subcellular compartments such as dendrites and axons in the form of messenger ribonucleoprotein (mRNP) granules to locally translate proteins. Such a mechanism enables the control of proteomes at spatiotemporal precision in response to regional or micro-environmental cues^2,3^. Currently, local translation has been recognized to fine tune a variety of biological activities including embryonic development, mitosis, cell migration, and neuronal plasticity^2,4^.

Cilia or flagella are polarized organelles protruding out of the cell surface. The ciliary membrane covers an axoneme of nine microtubule (MT) doublets emanated from a specialized centriole, or the basal body, that is anchored to the plasma membrane^5,6^. Immotile cilia serve as sensors to environmental signals such as light, force, odorants, and hedgehog molecules, whereas motile cilia or flagella function as propellers for locomotion of protozoa, sperms, and many invertebrates or extracellular fluid flow above animal tissue surfaces through rhythmical rapid beating^5,7^. Defects in ciliary functions result in genetic disorders termed ciliopathies. Primary ciliary dyskinesia (PCD), for instance, manifests as a syndromic disease including *situs inversus*, infertility, hydrocephalus, recurrent sinusitis, and chronic bronchitis^8,9^.

Cilia are subcellular compartments gated from cytoplasmic contents by a diffusion barrier at the transition zone (TZ)^10^. Therefore, ciliary proteins are generally believed to be synthesized primarily in the cytoplasm. They then translocate in the form of complexes or alone into the ciliary shaft, mainly through a train-like motor-driven intraflagellar transport (IFT) machinery and rarely, usually for proteins less than 50 kDa, by diffusion^11–13^. These translocation mechanisms, however, might not fully account for the supply of ciliary proteomes, especially those of motile cilia, which require hundreds of proteins to construct their elegant and intricate architecture^6,14^. In fact, only a small pool of the ciliary structural proteins, including α/β-tubulin, has been shown to move along anterograde IFT trains^15,16^. Even for tubulin, the known docking sites on IFT trains appear to be insufficient for the rapid flagellar regeneration of *Chlamydomonas reinhardtii*^15–17^. Notably, ribosomal proteins are readily identified in proteomes of motile cilia purified from *C. reinhardtii*^18,19^, human bronchial epithelial cells^14^, and mouse ependymal cells (mEPCs)^20^. We thus reasoned that local protein synthesis might be a supplemental source of ciliary proteins.

In this study, we demonstrated that multicilia of cultured mEPCs contain protein translation machinery and actively synthesize proteins such as tubulin. Ciliary mRNP granules contained Fmrp, an RNA-binding protein (RBP) critical for neuronal plasticity by regulating local translation in neurites^2,21^. Furthermore, depriving the ciliary pool of Fmrp resulted in degeneration of ependymal multicilia.

## Results

### Ependymal motile cilia contain translation machinery

Protein synthesis requires the translation machinery composed of the ribosome and various eukaryotic initiation factors (eIFs)^22^. To confirm that ribosomal proteins can be readily identified from motile cilia, we purified multicilia from cultured mEPCs (Fig. 1a)^23^, performed shotgun mass spectrometry^24^, and hit 95% of known ribosomal components (Fig. 1b). Furthermore, the ciliary proteome also covered 66% of the components of eIFs (Fig. 1b), implying the existence of translation initiation machinery^22^. Immunoblotting confirmed that ribosomal protein Rpl4, eIF3 components Eif3d and Eif3h were enriched by >7.5 fold in multiciliary preparations over the abundant cytosolic protein Gapdh (Fig. 1c). In another sets of independent immunoblotting results, in which we loaded equal amount of total proteins each lane, Rpl4, Eif3f, and Eif3h were enriched by >6 fold over Tom20 (Supplementary Fig. 1a), a mitochondrial protein^25^.

**Fig. 1:**
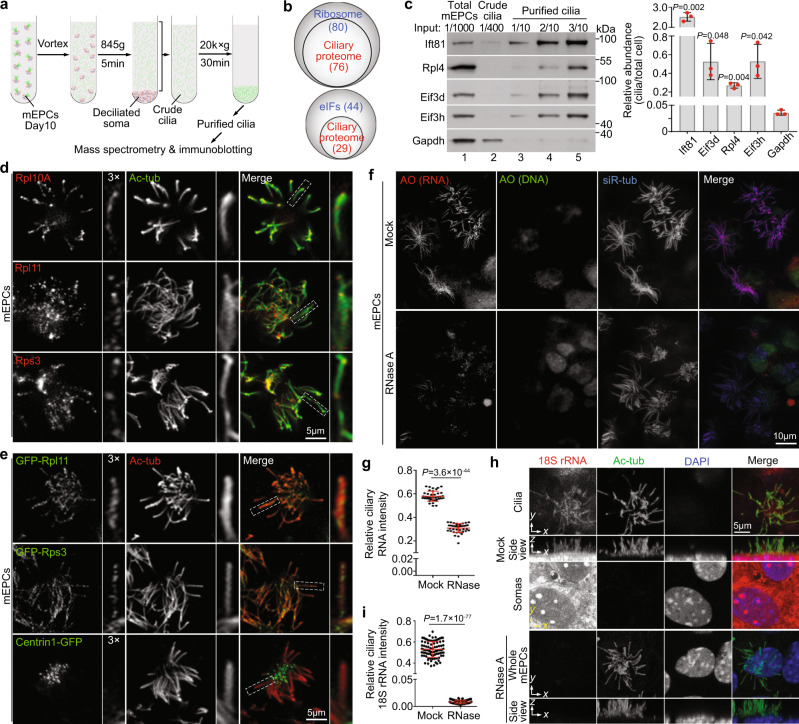
Ependymal multicilia contain ribosomal components and RNA. Pooled results are presented as mean ± s.d. Two-tailed student’s *t*-test. **a** Experimental scheme for cilia purification. **b** Venn diagrams showing that ciliary proteome contained most ribosomal and eIF components. Proteomics of purified multicilia identified 76 out of 80 known ribosomal proteins and 29 out of 44 eIF components as compared with AmiGo 2 open-source. **c** Rpl4, Eif3d, and Eif3h were enriched in purified multicilia. IFT81 and Gapdh served as ciliary and cytosolic markers, respectively. Band intensities of lane 4 relative to lane 1 were measured (*n* = 3 biologically independent experiments). Refer to Supplementary Fig. 1a for an additional set of results. **d** Endogenous Rpl10A, Rpl11, and Rps3 localized in multicilia of cultured mEPCs. Typical cilia were magnified to show details. Acetylated tubulin (Ac-tub) labeled ciliary axonemes. **e** GFP-tagged Rpl11 and Rps3 displayed ciliary localization. mEPCs were infected with lentivirus at 1 day before serum starvation (day −1) to express GFP-Rpl11, -Rps3, or Centrin1. **f, g** Multicilia were abundant in RNA. Cilia are marked with siR-tub and the cells were stained with acridine orange (AO) after mock or RNase A treatment. Representative z-projected images from cilia-containing z-stacks are shown (**f**). Refer to Supplementary Figure 1b for z-projected images for cell bodies of the same samples. Ciliary AO fluorescent intensity was normalized to that of siR-tub (**g**). 40 multiciliated mEPCs were quantified in each condition. **h, i** Ependymal cilia contained 18 S rRNA. mEPCs fixed at day 10 were treated with or without RNase A, followed by smFISH to detect 18 S rRNA. Ac-tub and DAPI, respectively, labeled cilia and nuclei. For the representative mock-treated sample, z-projected images from z-stacks above and below the dashed yellow line, respectively, are presented to show fluorescent signals in cilia and soma (**h**). For the representative RNase-treated sample, the z-projected images were from the entire z-stacks (**h**). Ciliary FISH fluorescent intensity was normalized to that of Ac-tub (*n* = 3 independent experiments). 30 multiciliated mEPCs were measured in each experiment and condition.

We then performed immunofluorescent (IF) staining to directly detect ciliary localization of ribosomal components. Rpl10a, Rpl11, and Rps3, ribosomal proteins critical for the mRNA docking channel^26^, were detected as puncta in ependymal multicilia (Fig. 1d). To exclude the possibility of nonspecific staining of the antibodies, we expressed GFP-tagged Rpl11 and Rps3 in mEPCs and observed their punctate distributions along the ciliary shaft as well (Fig. 1e).

Next we examined whether multicilia contained RNA. Acridine orange (AO) is a nucleic acid-specific fluorescent dye that distinguishes RNA (red fluorescence) from DNA (green fluorescence)^27^. To our excitement, we readily detected strong red AO fluorescence that was sensitive to RNase A treatment in multicilia, whereas the green fluorescence observed in the nucleus was insensitive to RNase A (Fig. 1f, g and Supplementary Fig. 1b). Similarly, Pyronin Y (PY), a nucleic acid-specific dye preferably recognizing RNA (Supplementary Fig. 1c)^28^, also produced prominent RNase-sensitive fluorescent signals in multicilia (Supplementary Fig. 1d, e). These results suggest that ependymal multicilia are abundant in RNA.

We reasoned that, if the ribosomal components resided in ependymal cilia (Fig. 1b–e) in the form of ribosomes, we would be able to detect ribosomal RNA (rRNA) as well. We performed both single-molecule fluorescent in situ hybridization (smFISH)^29^ and conventional FISH^30^ and indeed detected RNase-sensitive fluorescent signals of 18 S rRNA in ependymal multicilia (Fig. 1h and Supplementary Fig. 1f). Quantification indicated that the RNase A treatment reduced the relative ciliary intensity of 18 S rRNA by 62 fold on average in the smFISH experiments (Fig. 1h, i).

Of eIFs identified by our mass spectrometry (Fig. 1a, b), we confirmed punctate ciliary localization of multiple eIF3 subunits, including core subunits Eif3f, Eif3h, Eif3m, and a peripheral subunit Eif3b (Fig. 2a-c)^22^. Moreover, the mRNA 5′ cap-binding protein Eif4e and the key scaffold protein Eif4g^22^ were also detected in ependymal cilia (Fig. 2a, d). Super-resolution microscopy indicated that Eif3m and Eif4g were distributed as puncta close to axonemal outer MT doublets (Fig. 2e). Taken together, we conclude that ependymal multicilia contain ribosomes, eIFs, and RNA.

**Fig. 2:**
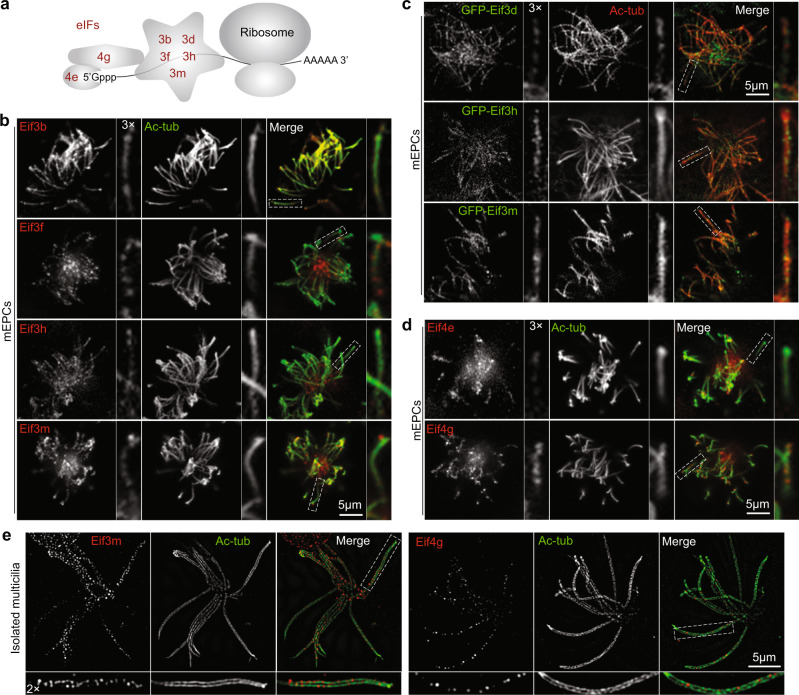
Ependymal multicilia contain eIF components. **a** Diagrams illustrating locations of investigated eIFs. **b** Ciliary localization of endogenous Eif3 components in day-10 mEPCs. Typical cilia were magnified to show details. Ac-tub labeled axonemes. **c** Ciliary localization of GFP-tagged Eif3 components. Cultured mEPCs were infected with lentiviral particles at day −1 to express GFP-fusion proteins and fixed at day 10 for immunostaining. **d** Ciliary localizations of endogenous Eif4E and Eif4G. **e** Ciliary localization of Eif3m and Eif4g. Isolated multicilia were imaged under three-dimensional structured illumination microscopy (3D-SIM).

### Ependymal multicilia locally synthesize proteins

To verify local translation occurred in ependymal cilia, we performed metabolic labeling of Puromycin (Puro), a structural analog of aminoacyl-tRNAs that is incorporated into the C termini of nascent polypeptide chains to allow antibody detection (Fig. 3a)^31,32^. To minimize possible diffusion of puromycylated peptides^33^, we performed both a 5 min and a 10 min pulse labeling and observed clear ciliary IF signals of Puro (Fig. 3b and Supplementary Fig. 2a). The IF signals were punctate and uneven along the ciliary shaft, thus unlikely attributed to puromycylated peptides diffused into the cilia from the cell bodies. Quantification revealed that the mean relative intensity exceeded that of the mock-treated cilia by >8.3 fold, whereas the average intensity was reduced by >2.8 fold in the presence of protein synthesis inhibitor Cycloheximide (CHX)^34^ (Fig. 3b, c and Supplementary Fig. 2a, b), indicating a tight correlation of the Puro IF signals with protein translation.

**Fig. 3:**
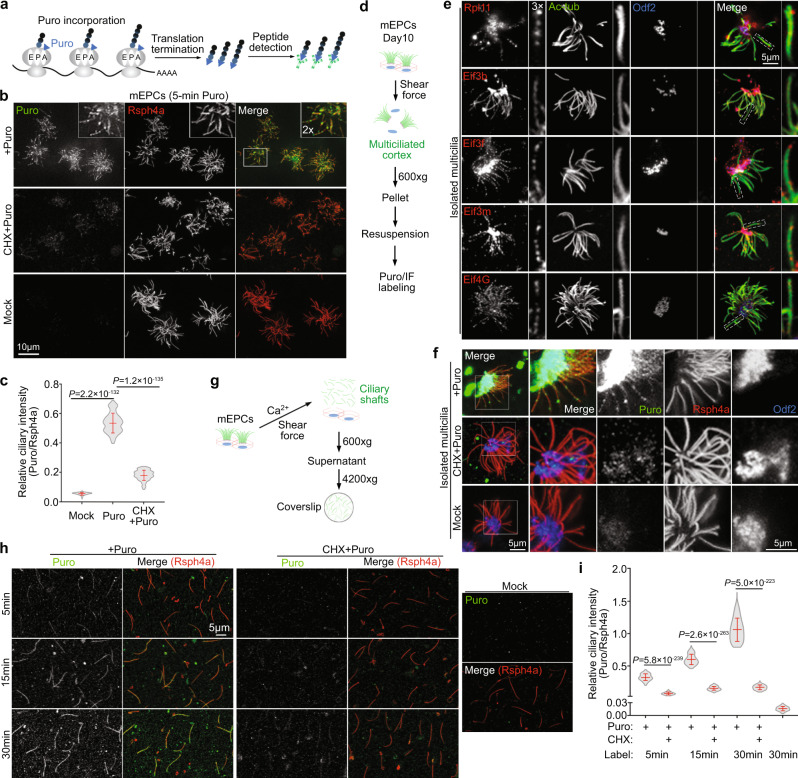
Ependymal cilia display local protein synthesis. Relative intensities of ciliary Puro were from three independent experiments. The bars and errors represent mean ± s.d. Two-tailed student’s *t*-test. **a** Diagram illustrating metabolic labeling of nascent peptides with Puromycin (Puro). Puromycylated peptides were visualized with an anti-Puromycin antibody. The E-, P-, and A-sites in the ribosome are depicted. **b, c** Protein translation-dependent Puro IF signals were readily detected in multicilia. Day-10 mEPCs were pulse-labeled with Puro for 5 min with or without Cycloheximide (CHX) and then processed for confocal imaging (**b**). Rsph4a, a radial spoke subunit, served as multiciliary marker^71^. The framed region was magnified to show details. In **c**, 150 multiciliated mEPCs were quantified in each condition. Ciliary intensity of Puro was normalized to that of Rsph4a. **d** Diagram illustrating the isolation of multicilia-containing apical cortexes. **e** Multicilia of the isolated cortexes retained translation machinery components and basal bodies. Ac-tub and Odf2 served as ciliary and basal body markers, respectively. **f** Protein translation-dependent Puro IF signals were detected in isolated multicilia. Pulse labeling was performed as in **b**. **g** Diagram illustrating the isolation of ciliary shafts. Multiciliated mEPCs were cultured to day 10 in flasks. After the culture medium was replaced with Ca^2+^-containing deciliation buffer^23^, the flasks were shaken horizontally to release individual ciliary shafts. The ciliary shafts in the supernatant were then spun onto poly-L-lysine-coated coverslips for further analyses. **h, i** Isolated ciliary shafts displayed local protein translation. Isolated ciliary shafts attached to poly-L-lysine-coated coverslips were pulse-labeled with Puro for 5, 15, and 30 min with or without CHX. Mock-treated samples served as negative control. After fixation, the samples were immunostained for Rsph4a and subjected to confocal imaging (**h**). In **i**, 300 cilia were quantified in each condition. For each ciliary shaft, the total ciliary IF intensity of Puro was normalized to that of Rsph4a.

Cytoplasmic puromycylated peptides have been shown to diffuse rapidly into the nucleus^35^. Although the barrier function of TZ^10^ would probably make ciliary compartment less accessible to cytoplasmic puromycylated peptides, the possibility of peptide diffusion still needed to be excluded. To further confirm that puromycylated nascent peptides were indeed locally synthesized in cilia, we initially isolated multicilia-containing apical cortexes of mEPCs by adapting a previously reported method for oviduct multicilia (Fig. 3d). Consistently^36^, multicilia of the isolated cortexes retained basal bodies and still existed in bundles (Fig. 3e). They were positive for components of the translation machinery as well (Fig. 3e). More importantly, we performed Puro-incorporation assays and still detected punctate IF signals in the multicilia (Fig. 3f). The IF signals were abolished either in the presence of CHX or in the absence of Puro (Fig. 3f).

We noticed, however, that strong IF signals of Puro emerged at the basal body area of isolated cortexes (Fig. 3f), raising a possibility that some of these IF signals might had diffused into the cilia. To obtain solid evidence for the ciliary in situ protein synthesis, we explored whether isolated ciliary shafts without the basal body could display active protein translation. We did not use the protocol illustrated in Fig. 1a because vortexing suspended mEPCs would break the ciliary shafts and cause the leakage, even loss, of ciliary contents important for protein synthesis. Instead, we added the Ca^2+^-containing deciliation buffer^23^ directly to intact mEPCs in culture flasks and used the shearing force of a shaker to detach TZ-containing ciliary shafts from their cell bodies (Fig. 3g). Immunostaining confirmed that the majority (76.5%) of the isolated ciliary shafts contained TZ and lacked the basal body, judged by the presence of Cep290, a protein located at the bottom region of TZ^37^, and the absence of basal body marker Odf2^38^ at the ciliary base (Supplementary Fig. 2c, d). 23.2% of them were negative for both markers, whereas only 0.3% of them were positive for both Cep290 and Odf2 (Supplementary Fig. 2c, d). When the isolated ciliary shafts were subjected to Puro labeling from 5 to 30 min, they readily displayed clear time- and translation-dependent IF signals of Puro (Fig. 3h,i), indicating that they still actively synthesize proteins. The mean relative intensities of ciliary Puro IF signals exceeded those of CHX-treated samples by 4.4 fold at 5 min, 4.0 fold at 10 min, and 6.2 fold at 30 min (Fig. 3i). These results verify the existence of active local translation in ependymal cilia and also suggest that the cilia have a high protein synthesis capacity.

### FMRP forms puncta in the central lumen of ependymal multicilia

As protein synthesis requires mRNA, we speculated that certain mRNP granules might help to deliver mRNAs from the cytoplasm into ependymal multicilia, analogous to other cases of local translation^3,39^. We compared our ependymal cilia proteome (Fig. 1a) with an RBP database from RBPDB open-source for candidate RBPs of ciliary mRNP granules and identified 45 overlapping RBPs (Fig. 4a). To exclude proteins that were not or only weakly expressed in multiciliated cells, we examined our previous cDNA microarray results of differentiating mouse tracheal epithelial cells (mTECs)^40^ and found that they contained mRNA hybridization signals of only 10 candidate RBP genes, among which 6 candidate genes displayed upregulation and persistent expression during the multiciliation (Fig. 4b). Interestingly, three of them, Fmrp, Caprin1 (cell cycle-associated protein 1), and RNA helicase Upf1, are involved in local mRNA localization^21,41^, whereas the remaining three, Pspc1, Nucleolin, and U1-70K, are nuclear RBPs located in paraspeckles, nucleoli, and spliceosomes, respectively^42–44^. As Fmrp is the best documented mRNP component critical for mRNA delivery into dendrites and axons of neurons for local translation^2,21^ and also interacts with Caprin1^45^, we chose to focus on it in the following assays. Interestingly, when we used super-resolution imaging to assess detailed localization, Fmrp was found to distribute along the central axis of axonemes as discrete puncta (Fig. 4c). Its distribution pattern resembled Hydin (Fig. 4c), a protein associated with the central pair of MTs^23^. In isolated multicilia (Fig. 3d), Fmrp also nicely distributed in the central region of axonemes (Fig. 4d). Therefore, Fmrp is enriched in the axonemal central lumen.

**Fig. 4:**
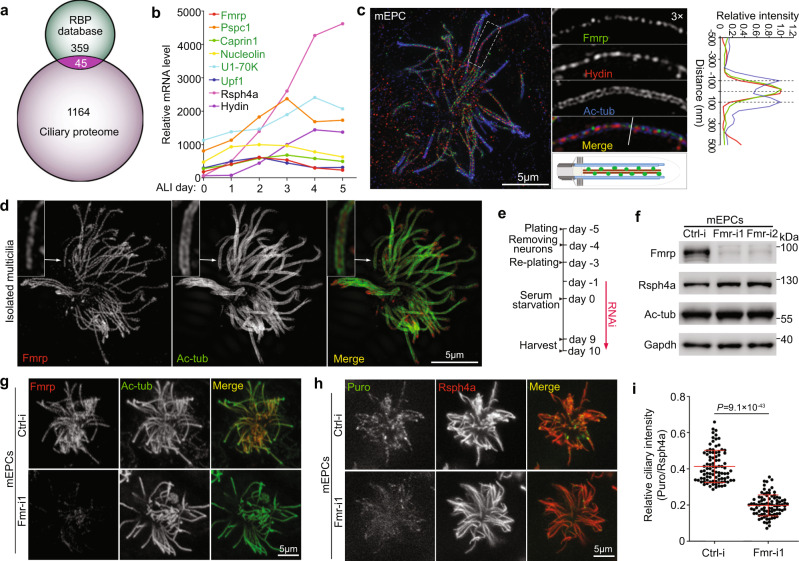
Fmrp is enriched in the central lumen and important for local translation of ependymal cilia. **a** Venn Diagram showing overlapping proteins between our cilia proteome and an RBP database. Protein hits with ≥5 unique peptides in the proteome were used for comparison. **b** Gene expression patterns of the indicated RBPs (green) during multiciliation. Data were from our previous cDNA array results of mTECs^40^. Rsph4a and Hydin were used to show expression patterns of typical motile cilia-related genes. **c** Fmrp was enriched in the ciliary central lumen as puncta. Day-10 mEPCs were imaged with 3D-SIM. Ac-tub and Hydin labelled axonemes and central pairs, respectively. A typical cilium was magnified to show details. Line scan at the indicated region of the magnified inset shows colocalization of Fmrp with Hydin. The diagram depicts the central lumen localization of Fmrp. **d** Representative 3D-SIM images of isolated day-10 ependymal multicilia showing central lumen distribution of punctate Fmrp. **e** Experimental scheme for RNAi in mEPCs. mEPCs were transfected with a control siRNA (Ctrl-i) and two siRNAs against *Fmr1* (Fmr-i1, -i2) and collected at day 10 for immunoblotting (**f**) and immunostaining (**g**) or day 9 for Puro labeling (**h**). As multicilia formation occurs from after day 3, this protocol is expected to deplete Fmrp prior to multiciliation. **f** Efficient depletion of Fmrp. Gapdh served as loading control. The levels of Rsph4a and Ac-tub were used to reflect efficiencies of multiciliated cell differentiation and multicilia formation, respectively. **g** Confocal images showing depletion of Fmrp markedly reduced the ciliary IF signals of Fmrp. **h, i** Depletion of Fmrp impaired ciliary local protein translation. mEPCs transfected with Ctrl-i or Fmr-i1 were subjected to Puro labeling (see Fig. 3a) at day 9. Rsph4a served as ciliary marker in confocal imaging (**h**). Quantification results (**i**) were pooled from three independent experiments. 30 multiciliated mEPCs were measured in each experiment and condition. For each cell, the total ciliary IF intensity of Puro was normalized to that of Rsph4a. The bars and errors represent mean ± s.d. Two-tailed student’s *t*-test.

### Fmrp is critical for ciliary local translation probably by delivering mRNAs

As Fmrp also functions as a translational repressor^46,47^, we clarified its ciliary functions. We reasoned that, if the ciliary Fmrp resided in mRNP granules responsible for mRNA delivery into the cilia, its depletion would result in reduced ciliary local translation. On the other hand, if it functioned to directly regulate, i.e., repress, ciliary local translation, its depletion would result in increased ciliary local translation. We thus efficiently depleted FMRP by RNAi through two independent siRNAs prior to multicilia formation (Fig. 4e, f). The depletion of Fmrp did not reduce the band intensities of Rsph4a and Ac-tub (Fig. 4f), suggesting that Fmrp is dispensable for both multiciliated cell differentiation and multiciliogenesis. Consistently, multicilia normal in morphology were common in the Fmrp-depleted mEPCs at day 10 (Fig. 4g). When Puro labeling (Fig. 3a) was performed; however, ciliary IF signals of Puro became markedly declined in the Fmrp-depleted cells (Fig. 4h, i). The average ciliary IF intensity dropped by 2.1 fold as compared to the control mEPCs (Fig. 4i). These results thus further strengthen the idea that Fmrp is involved in the formation and ciliary transportation of mRNP granules for the ciliary local translation.

### FMRP is critical for the maintenance of ependymal multicilia

To assess physiological importance of the ciliary local translation, we examined effects of Fmrp depletion in detail. The depletion of Fmrp did not alter the overall percentage of multiciliated mEPCs at day 6 and 12 (Fig. 5a, b). Nascent multicilia of ependymal cells are initially scattered throughout the apical domain. Their basal bodies then cluster together so that the grown multicilia appear as a radial bundle^48^. Nevertheless, we noticed that mEPCs containing tightly packed basal bodies but short sparse multicilia became prominent following time upon the depletion of Fmrp (Fig. 5c, d), implying that the cells undergo cilia degeneration, i.e., pathological disassembly of multicilia over time. At day 6, the majority of multiciliated mEPCs (≥92%) contained grown multicilia (Fig. 5c, d). The ratios among mEPCs with nascent, grown, and degenerating multicilia were unchanged between the control and FMRP-depleted samples (Fig. 5c, d). At day 12, however, Fmrp-depleted mEPCs with degenerating multicilia increased by >13 fold to 33% (Fmr-i1) or 41% (Fmr-i2), accompanied with a dramatic decrease in those with grown multicilia (Fig. 5d). By contrast, in the Ctrl-i-transfected populations, mEPCs with degenerating multicilia only occupied 7% (Fig. 5d).

**Fig. 5:**
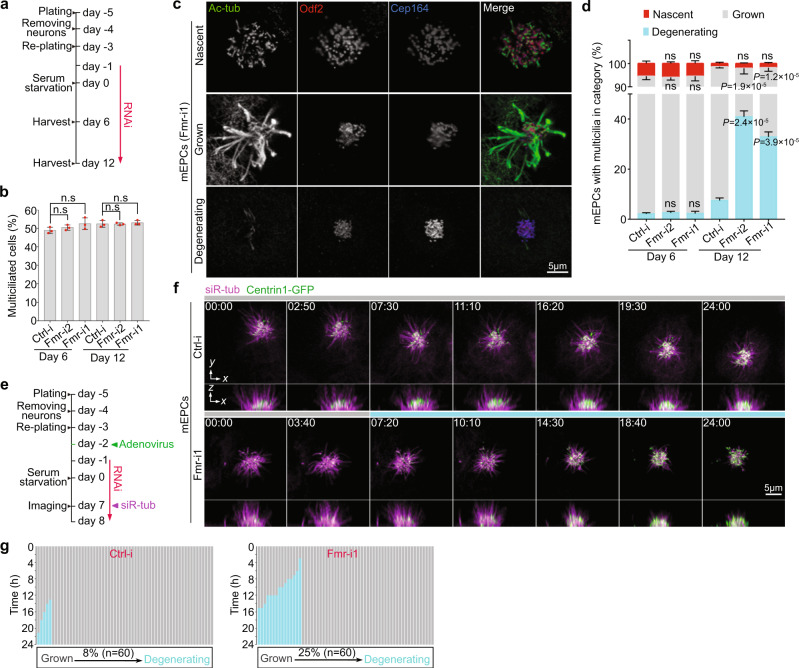
Depletion of FMRP promotes degeneration of ependymal multicilia. Pooled data were from three independent experiments and are presented as mean ± s.d. Two-tailed student’s *t*-test against control populations: ns, no significance. **a** Experimental scheme. mEPCs transfected with siRNA (Ctrl-i or Fmr-i1) were harvested at day 6 or 12 to assess the status of multiciliation. **b** Fmrp was dispensable for multiciliated cell formation. 1280 (Ctrl-i, Day 6), 1456 (Fmr-i2, Day 6), 1501 (Fmr-i1, Day 6), 1350 (Ctrl-i, Day 12), 1225 (Fmr-i2, Day 12), and 1360 (Fmr-i1, Day 12) cells from three biologically independent experiments were scored. **c** Representative patterns of multicilia in day-12 mEPCs transfected with Fmr-i1. Odf2 and Cep164 served as basal body markers. Nascent: short multicilia with scattered basal bodies; Grown: long multicilia with packed basal bodies; Degenerating: a few uneven multicilia with overwhelming numbers of tightly packed basal bodies. **d** Depletion of Fmrp increased mEPCs with degenerating multicilia at day 12. mEPCs were scored following the criteria in **c**. 635 (Ctrl-i, Day 6), 789 (Fmr-i2, Day 6), 895 (Fmr-i1, Day 6), 883 (Ctrl-i, Day 12), 690 (Fmr-i2, Day 12), and 899 (Fmr-i1, Day 12) cells from three biologically independent experiments were scored. **e** Experimental scheme for tracing dynamic changes of multicilia through live imaging. mEPCs were infected with adenovirus to express Centrin1-GFP, followed by siRNA (Ctrl-i or Fmr-i1) transfection. Spinning disk microscopy was performed from day 7 for 24 h at 10 min intervals after the addition of siR-tub to label axonemes. At each timepoint, z-stack images were acquired at 0.5 μm intervals for a depth of 15 μm to sufficiently cover basal bodies and ciliary tips. **f** Representative frames showing multicilia degeneration in mEPCs transfected with Fmr-i1. Both z-projected images (x-y) and their orthogonal views of 3D-reconstructed images (x-z) are presented. The dashed line marks the middle plane of basal bodies. Time stamps are in the format of hours: minutes. **g** Quantification of 60 multiciliated cells in each condition. Multicilia undergoing degeneration are marked in blue.

To confirm that Fmrp-depleted multicilia indeed tended to undergo degeneration, we expressed Centrin1-GFP through adenoviral infection to label basal bodies and performed live imaging from day 7 for 24 h to trace dynamic changes of multicilia (Fig. 5e). We observed that grown multicilia displayed progressive shortening during the imaging in 25% (*n* = 60) of the Fmr-i1-transfected mEPCs but only 8% of the control mEPCs (Fig. 5f, g and Supplementary Movie 1). Furthermore, the Fmr-i1-transfected mEPCs usually started multicilia degeneration earlier than the control cells (Fig. 5g).

Staining for nuclear DNA and the tight junction marker Zo-1 indicated that even cells with completely degenerated multicilia, i.e., containing tightly packed basal bodies but no cilia, were morphologically normal (Supplementary Fig. 3a). Therefore, the multicilia degeneration is not due to cell death.

### Multicilia require cilia-localized Fmrp for maintenance

We next clarified whether the ciliary degeneration (Fig. 5) was due to the depletion of ciliary Fmrp. As the ciliary compartment is generally believed to exclude mitochondria (see Supplementary Figs. 1a and 4a for the lack of ciliary enrichment of Tom20), we reasoned that, if we tethered exogenous Fmrp to mitochondria to abolish its ciliary entry and examined its rescue effect on the ciliary degeneration phenotype, we would be able to discriminate the ciliary function of Fmrp from the cytoplasmic function. We thus created Fmr-i1-insensitive adenoviral constructs to express GFP-Fmrp and GFP-mtFmrp, whose C-terminus contained the transmembrane domain of monoamine oxidase capable of ectopically targeting proteins to the mitochondrial outer membrane (Fig. 6a)^49^. The expression level of GFP-mtFmrp was similar to that of endogenous Fmrp in mEPCs (Fig. 6b, c). In the cell bodies of FMRP-depleted mEPCs, GFP-mtFmrp colocalized with Tom20, a mitochondrial outer membrane receptor^25^, in discrete speckles (Fig. 6d), confirming that it is tethered onto mitochondria^49^. By contrast, GFP-Fmrp was dispersed in the cytoplasm^47^ and irrelevant to mitochondria (Fig. 6d). As expected, GFP-Fmrp, but not GFP-mtFmrp, displayed multicilia localization (Fig. 6e). When the GFP-positive mEPCs transfected with Fmr-i1 were quantified at day 12, GFP-Fmrp markedly reduced the incidence of multicilia degeneration as compared to Centrin1-GFP (Fig. 6f). GFP-mtFmrp, however, displayed no rescue effect (Fig. 6f), indicating that Fmrp needs to localize into cilia to prevent ciliary degeneration.

**Fig. 6:**
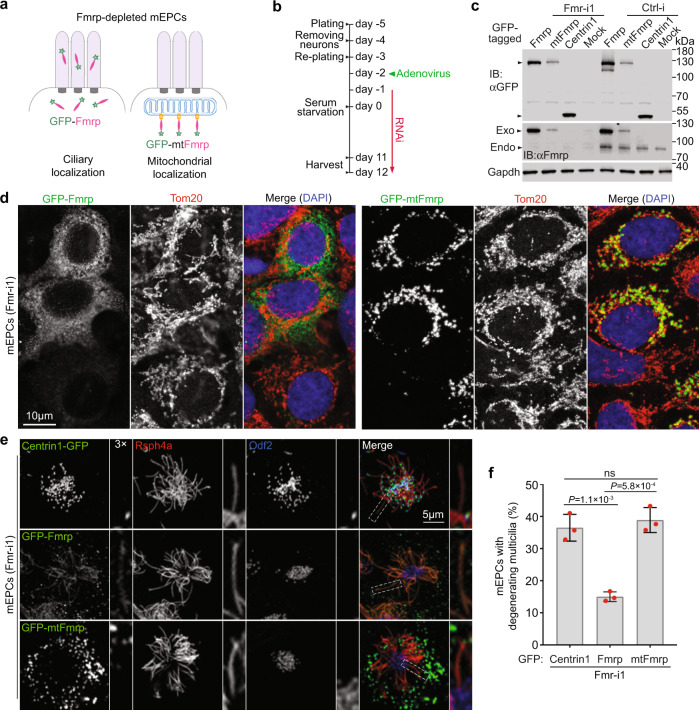
Fmrp depletion-induced multicilia degeneration is attributed to the ciliary fraction of Fmrp. Pooled data were from three independent experiments and are presented as nean ± s.d. Two-tailed student’s *t*-test: ns no significance. **a** Diagrams illustrating rescue experiments using adenovirus-expressed GFP-Fmrp and a mitochondrial tethered form, GFP-mtFmrp. **b** Experimental scheme of the rescue experiments. mEPCs were harvested at day 12 unless described otherwise. **c** Expression levels of GFP-tagged proteins. Gapdh served as loading control. Exo exogenous Fmrp, Endo endogenous Fmrp. **d** GFP-mtFmrp displayed mitochondrial localization in cell bodies of day-10 mEPCs. Tom20 served as mitochondrial marker. **e** GFP-Fmrp, but not GFP-mtFmrp, displayed multicilia localization in mEPCs transfected with Fmr-i1. Centrin1-GFP was used as negative control. Rsph4a and Odf2 served as ciliary and basal body markers, respectively. Typical cilia (framed) were magnified to show details. **f** Incidence of multicilia degeneration. 689 (Centrin-GFP), 762 (GFP-Fmrp), and 343 (GFP-mtFmrp) multiciliated cells from three biologically independent experiments were scored.

### Ependymal multicilia contain α/β-tubulin mRNA

Next we sought to identify ciliary mRNAs whose local translations could be involved in the ciliary degeneration. We reasoned that, if Fmrp indeed functioned to deliver mRNAs into ependymal cilia, its depletion would attenuate ciliary mRNAs as in the case of neurites^2,21^. We could therefore identify candidate ciliary mRNAs by comparing RNA deep sequencing results of cilia purified, respectively, from ctrl-i- and Fmr-i1-treated mEPCs. 

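Fmr1, the gene that encodes Fmrp and that the siRNA Fmr-i1 targets, had 1 row in the deposited table, for transcript ENSMUST00000114656. It was listed at 0 FPKM in both Fmr-i1 libraries and had 0.42 FPKM in the Ctrl-i library of Exp.1 and 8.13 FPKM in that of Exp.2. Supplementary Data 1 of the paper lists Fmr1 under its gene identifier, and the paper's values there are 1.07 and 1.61 FPKM for Fmr-i1 and 6.91 and 5.78 FPKM for Ctrl-i in Exp.1 and Exp.2. In both sources Fmr1 was lower in the library labelled Fmr-i1 in each experiment. The sequence that the paper mutated to make Fmrp insensitive to Fmr-i1, CCACCTGTAGGTTATAATAAA, lies on chromosome X of GRCm38 from 68691547 to 68691567, on the + strand. It falls inside exon 3 of this transcript, which spans 68691501 to 68691594, and inside the coding sequence. With 20 bases of Fmr1 on each side the site reads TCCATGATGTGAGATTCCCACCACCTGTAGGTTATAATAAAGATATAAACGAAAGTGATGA. Among the GENCODE M21 transcripts, 9 of the 13 transcripts of Fmr1 hold this sequence and no transcript of another gene does. The oligonucleotide of Fmr-i1 printed in the methods, UUUAUUAUAACCUACAGGU, is antisense to 19 of its bases, from 68691549 to 68691567.

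**Figure D1:**
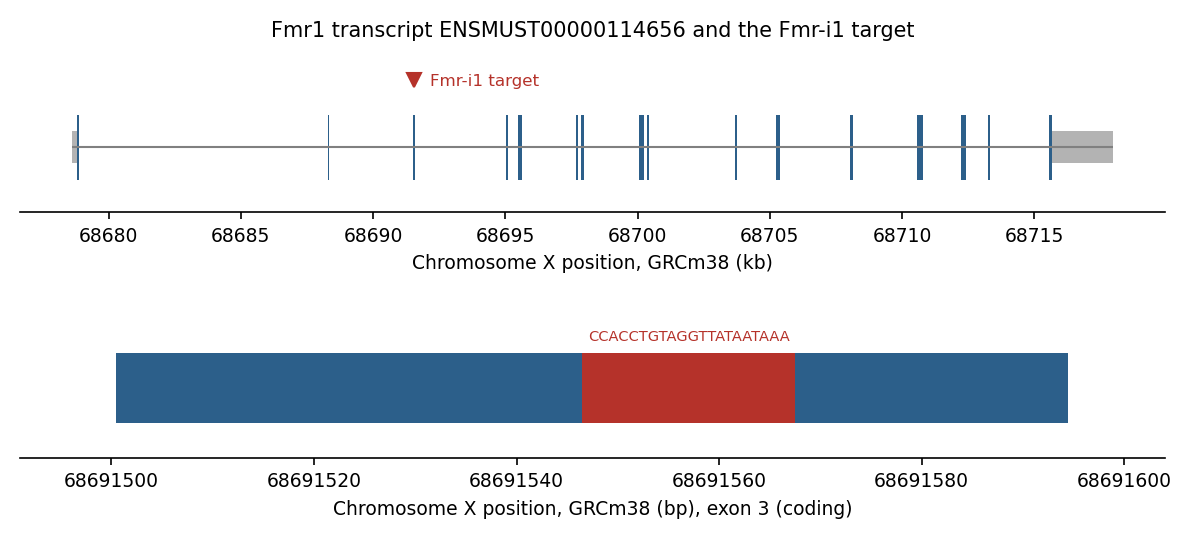
Position of the Fmr-i1 target in Fmr1. The upper panel shows the 16 exons of transcript ENSMUST00000114656 along chromosome X of GRCm38 in kb, with coding sequence in blue and untranslated sequence in grey; the lower panel shows exon 3 in bp, with the target from 68691547 to 68691567 in red.

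The mEPCs are ependymal cells grown from the telencephalon of newborn mice, which form multicilia after serum starvation. They were transfected with 40 pmol of the control siRNA (Ctrl-i) or of Fmr-i1, and multicilia were sheared off at day 10 and purified on an iodixanol gradient. By the paper's methods, the material collected was apical cortexes that carry multicilia, and its isolated cortexes kept their basal bodies. The paper's immunoblots of the purified samples showed little Gapdh and Lamin B1. RNA of the cell cortex is not separated from RNA of ciliary shafts in these libraries. Poly(A) RNA of these preparations was made into strand-specific libraries and sequenced as paired reads. There were 4 libraries, 1 of each group in each of 2 independent experiments (Exp.1 and Exp.2), so that n = 2 per group. The methods of the paper mention 3 multiplexed replicates, and the labels used here give 2 libraries per group. The authors trimmed the reads with Cutadapt 1.9.1, mapped them to GRCm38/mm10 with Hist 2.0.1 and calculated FPKM with Cuffdiff 2.2.1. The submitters' processing notes name HISAT2 2.1.0 and featureCounts 1.5.3.
The deposited table holds FPKM for 12515 transcript rows of 10213 gene symbols. Its FPKM summed to 583876 and 589883 in the Ctrl-i libraries and to 564279 and 538484 in the Fmr-i1 libraries of Exp.1 and Exp.2, and read depth cannot be read from FPKM. The mitochondrial ribosomal RNAs mt-Rnr1 and mt-Rnr2 took 27.4% and 37.6% of the FPKM in the Ctrl-i libraries and 28.4% and 23.0% in the Fmr-i1 libraries. Fmr-i1 was compared with Ctrl-i on log2(FPKM+1) with limma, with the experiment as a block, over 11898 rows with a mean of at least 1 FPKM. Fold changes on this scale understate the change of rows with a low FPKM. The median log2 fold change over these rows was 0.16, against -0.01 after each library was divided by its median FPKM, so that values near 0.16 lie level with the other rows.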

Ciliary mRNAs were expected to be low in abundance comparing with cytoplasmic mRNAs and susceptible to degradation during purification. To compromise between the yield of cilia and the degradation risk of their mRNAs, we chose to purify multicilia (Fig. 7a, b). 

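The study's list holds 270 rows, 1 for each cilia-related gene, and the paper chose the genes by gene ontology. How 1 row was taken for a gene with several is not stated. In Exp.1, 179 of these rows had a higher FPKM in Fmr-i1 than in Ctrl-i multicilia and 89, or 33.0%, had a lower one. In Exp.2, 152 rows were higher and 118, or 43.7%, were lower. Cep131, a centriolar satellite protein gene, had one of the wider gaps, with 0.08 FPKM in Fmr-i1 and 4.56 FPKM in Ctrl-i in Exp.1 and with 1.26 and 5.41 FPKM in Exp.2. The gap was narrower for the sum of all Cep131 rows, with 4.65 and 6.86 FPKM in Exp.1 and 3.00 and 9.82 FPKM in Exp.2. On the other side, Kif3a, a kinesin subunit of anterograde IFT, had 24.8 FPKM in Fmr-i1 and 11.4 FPKM in Ctrl-i in Exp.1 and 23.4 and 13.8 FPKM in Exp.2, while the sum of its rows was 30.7 and 28.2 FPKM in Exp.1 and 51.8 and 23.1 FPKM in Exp.2. B9d2 of the transition zone had 30.5 and 10.1 FPKM in Exp.1 and 21.7 and 10.9 FPKM in Exp.2. Each of these comparisons sets 1 library against 1, so the counts have no replicate check within an experiment.
Of the 270 rows, 262 were matched to the deposited table, 204 by transcript identifier and 58 by gene and all 4 values to within 0.005 FPKM. The other 8, among them Fmr1, Bbs5 and Rsph4a, entered with the paper's values. Over the 262 rows alone, 84 were lower in Exp.1 and 115 in Exp.2. The 2 Ctrl-i libraries differed from each other over the same rows by a median of 0.42 on the log2(FPKM+1) scale and the 2 Fmr-i1 libraries by 0.31, while Fmr-i1 and Ctrl-i differed by 0.39 within each experiment. By more than 1.5 times, 35 rows were lower and 67 higher in Fmr-i1 in Exp.1, 44 lower and 62 higher in Exp.2, and 66 lower and 37 higher in the Ctrl-i library of Exp.1 than in that of Exp.2. Among all 11898 rows, 45.5% were lower in Fmr-i1 in Exp.1 and 36.8% in Exp.2. The counts of lower rows in the list were 117 and 162 after median scaling, 111 and 159 after quantile normalization, and 79 and 145 after rescaling without mitochondrially encoded RNAs. With a ratio below 1/1.5 in place of 1, 38 and 47 rows of the list were lower.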

We analyzed the RNA deep sequencing results and, respectively, sorted out 89 and 118 mRNAs of known cilia-related proteins that were downregulated in the FMRP-depleted samples in two sets of independent experiments (Fig. 7c and Supplementary Data 1). The majority of these candidate ciliary mRNAs (63/89 and 92/118) encoded proteins in ciliary shafts according to gene ontology annotations of the AmiGo 2 database. 

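Genes of the ciliary shaft made up 63 of the rows lower in Exp.1, or 70.8%, and 74.6% of the rows of the list that were not lower. In Exp.2 they made up 91 of the lower rows, or 77.1%, and 70.4% of the rows that were not lower. Of the whole list, 198 rows carry the ciliary shaft annotation and 72 the basal body annotation. Shaft genes lower in both experiments include Dnali1, a light chain of inner dynein arms, with 36.8 and 40.6 FPKM in the Fmr-i1 libraries of Exp.1 and Exp.2 and 47.6 and 55.0 FPKM in the Ctrl-i libraries. Basal body genes lower in both include Fbf1, a gene of the distal appendages, with 1.55 and 8.37 FPKM in Fmr-i1 and 6.62 and 20.5 FPKM in Ctrl-i, and with 7.18 and 12.02 FPKM against 12.85 and 25.63 FPKM for the sum of its rows. The shaft share of lower rows did not differ from that of the other rows in a two-sided Fisher's exact test across genes, which are not independent replicates (p = 0.559 in Exp.1 and p = 0.267 in Exp.2). With a ratio below 1/1.5, the share in Exp.1 was 55.3% of the lower rows against 76.3% of the others (p = 0.00971, Fisher's exact test). With the FPKM of all rows of a gene summed, the share in Exp.2 was 81.4% against 67.1% (p = 0.00875, Fisher's exact test).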

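Among microtubule regulators, the Dcx row had 0.91 and 0.61 FPKM in the Fmr-i1 libraries of Exp.1 and Exp.2 and 1.64 and 0.98 FPKM in the Ctrl-i libraries, and the Dcdc2a row had 4.39 and 3.02 FPKM against 4.51 and 4.83 FPKM. The rows of Ttll9 and Ttll10, tubulin-modifying ligases, were listed at 0 in both Fmr-i1 libraries, with 3.47 and 0.73 FPKM and with 1.46 and 1.38 FPKM in the Ctrl-i libraries. In the deposited table 162 rows were at 0 in both Fmr-i1 libraries and none in a Ctrl-i library. A 0 can be a failed estimate, so these zeros need not mean a complete loss. Of axonemal dynein genes, the Dnah12 row had 1.02 and 1.38 FPKM in Fmr-i1 and 2.45 and 1.69 FPKM in Ctrl-i. Drc7 had 14.31 and 14.28 FPKM against 15.33 and 20.89 FPKM, and Ttc25 had 15.95 and 17.53 FPKM against 16.43 and 23.34 FPKM. Of the IFT and BBSome genes, Bbs1 had 9.38 and 8.59 FPKM against 9.99 and 12.19 FPKM, Ift27 had 44.47 and 52.03 FPKM against 55.10 and 56.52 FPKM, and Ift52 had 19.81 and 21.96 FPKM against 22.00 and 23.46 FPKM. Armc9 had 2.04 and 0.36 FPKM against 2.87 and 4.22 FPKM, Cfap69 had 7.55 and 2.75 FPKM against 7.91 and 9.24 FPKM, and Tmem17 had 9.34 and 15.59 FPKM against 12.80 and 19.50 FPKM. The log2 fold change was -0.47 (standard error 0.49) for Dnah12, -0.38 (standard error 0.47) for Dcx and -1.93 (standard error 0.52) for the Cep131 row, whose adjusted p was 0.94 in limma, and the range over these rows includes falls smaller than their standard errors.
In all, 36 rows of the list were lower in both experiments, where 2 independent lists of the same sizes would share 38.9. The odds ratio of being lower in both was 0.82 (two-sided Fisher's exact test across genes, p = 0.514). Likewise, 98 rows were higher in both, against 100.8 from independent lists. The share lower in both was 13.3% in the list and 16.6% among all rows. At a ratio below 1/1.5, 13 rows were lower in both against 6.61 from independent lists (odds ratio 3.03, p = 0.00927, Fisher's exact test). These 13 include Fmr1, the target of the siRNA, and rows with a low FPKM such as Dcx, Ttll9 and Ttll10, but also Dnajb13. The expected number takes every row as equally likely to cross the ratio, and rows with a low FPKM cross it more easily. This p therefore cannot tell a repeated fall from the spread of low rows. Without pairing the libraries by experiment (no replicate block), 62 rows lay below the Ctrl-i mean in both Fmr-i1 libraries against 43.1 from independent lists (odds ratio 3.42, p = 2.28e-06, Fisher's exact test), but both counts then share the same Ctrl-i libraries.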

Thirty six candidate mRNAs overlapped, including mRNAs of multiple α- and β-tubulin isoforms, MT regulators (*Dcdc2a* and *Dcx*), tubulin polyglutamylase and glycylase (*Ttll9* and *Ttll10*), axonemal dynein subunits (*Dnah12* and *Dnali1*), subunits of axonemal dynein-docking complexes (*Drc7* and *Ttc25*), IFT subunits (*Bbs1*, *Ift27*, and *Ift52*), other proteins involved in the structure and function of motile cilia (e.g., *Armc9*, *Cep131*, *Cfap69*, *Dnajb13*, and *Tmem17*), and even Fmrp (*Fmr1*) (Fig. 7c and Supplementary Table 1). As tubulin mRNAs are among candidate Fmrp-targeting mRNAs in neurons and other cell types^47^ and local translation of tubulin was also in agreement with the ciliary degeneration phenotype of Fmrp-depleted mEPCs (Figs. 5 and 6), we performed smFISH^29^ for α- and β-tubulin mRNAs in mEPCs and detected RNase-sensitive FISH signals in multicilia (Fig. 7d-g), confirming the existence of α/β-tubulin mRNAs in ependymal cilia.

**Fig. 7:**
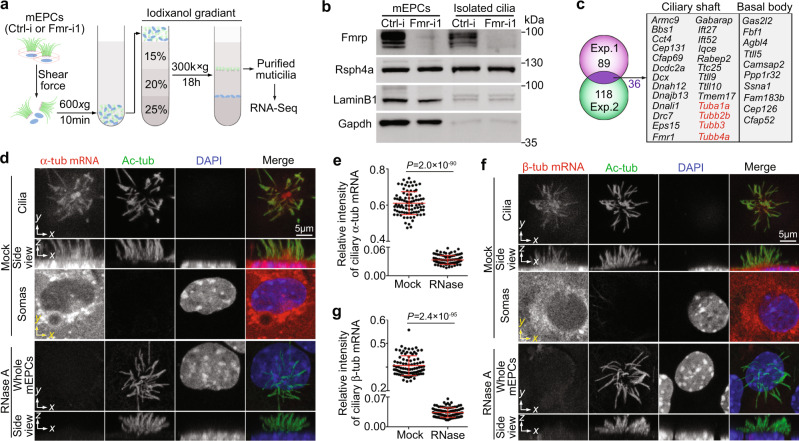
Ependymal multicilia contain α/β-tubulin mRNAs. Pooled results are presented as mean ± s.d. Two-tailed student’s *t*-test. **a** Experimental scheme for multicilia purification. Day-10 mEPCs infected, respectively, with Ctrl-i and Fmr-i1 as illustrated in Fig. 4e were subjected to shear force. The released multicilia were purified through the iodixanol gradient ultracentrifugation and used for RNA deep sequencing to identify potential ciliary mRNAs. **b** Sample quality shown by immunoblotting. For the multicilia samples, proteins collected after RNA extraction were used. Fmrp was efficiently depleted in mEPCs. Purified multicilia were largely free of cytosolic (Gapdh) and nuclear (Lamin B1) contaminants. Rsph4a served as cilia marker. **c** Candidate ciliary mRNAs. 89 and 118 mRNAs coding for cilia-related proteins were respectively found to be downregulated in the Fmr-i1 ciliary samples in two independent experiments (see Supplementary Table 1 for details). The 36 overlapping mRNAs were considered as candidate ciliary mRNAs. Tubulin mRNAs are shown in red. **d–g** Detection of ciliary α/β-tubulin mRNAs by smFISH. mEPCs fixed at day 10 were treated with or without RNase A, followed by smFISH to detect the mRNA for α-tubulin (**d**) or β-tubulin (**f**). Ac-tub and DAPI, respectively, labeled cilia and nuclei. For the representative mock-treated samples (**d, f**), z-projected images from z-stacks above and below the dashed yellow line, respectively, are presented to show fluorescent signals in cilia and soma regions. For the representative RNase-treated samples (**d, f**), the z-projected images were from the entire z-stacks. Quantification results (**e, g**) were pooled from three independent experiments. 30 multiciliated mEPCs were measured in each experiment and condition. For each cell, the total ciliary FISH intensity was normalized to that of Ac-tub.

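Of the 36 candidates, 28 had a lower FPKM in both Fmr-i1 libraries than in both Ctrl-i libraries, and 13 were lower by more than 1.5 times in each experiment. Iqce, a protein gene of the ciliary base, was among these 28, with 3.61 and 4.60 FPKM in Fmr-i1 and 10.00 and 6.99 FPKM in Ctrl-i, although the sum of its rows was 10.37 and 7.92 FPKM against 11.10 and 12.26 FPKM. Dnajb13, a radial spoke protein gene, had 15.97 and 21.61 FPKM against 25.93 and 35.82 FPKM, with a log2 fold change of -0.68 (standard error 0.35). Ppp1r32 had 20.10 and 32.25 FPKM against 34.42 and 48.02 FPKM. The gap was narrower for Gabarap, with 234.5 and 252.2 FPKM against 253.2 and 285.2 FPKM. Over the whole list, 28 rows lay below and 78 above in this way, or 10.4% and 28.9%, against 11.2% and 25.7% of all rows. After median scaling 44 lay below and 43 above, or 16.3% and 15.9%, against 18.6% and 16.6% of all rows. The candidates were chosen on these libraries, so their direction is no independent evidence.
Several candidates are 1 of several transcript rows of their gene. With the FPKM of all rows of a gene summed, 28 of the 36 were still lower in both experiments, and Camsap2, Cct4, Cfap69, Dcdc2a, Gabarap, Ift52, Ssna1 and Ttll5 were not. For most of the 28 this outcome was fixed, since a gene with 1 row cannot change, and Fmr1 and Rabep2 kept the paper's values. Of the candidates whose sum differs from their row, only Cep131, Dnah12, Dnajb13, Fbf1 and Iqce stayed lower in both. The Dcdc2a sum, for example, was 8.31 and 6.84 FPKM in Fmr-i1 and 4.78 and 20.77 FPKM in Ctrl-i, and the Ssna1 sum was 55.98 and 64.54 FPKM against 57.50 and 51.50 FPKM. After median scaling 69 rows of the list were lower in both experiments, the 36 candidates and 33 others, against 70.2 from independent lists. None of the 33 candidates in the test passed an adjusted p of 0.05 in limma. The deposited row of Fmr1, the target of the siRNA, is not counted among these 33 and did not pass either.
The paper reasons that, if Fmrp delivers mRNAs into ependymal cilia, its depletion would attenuate ciliary mRNAs as in neurites, and on that ground it considers the mRNAs lower in both experiments as candidate ciliary mRNAs.

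**Figure D2:**
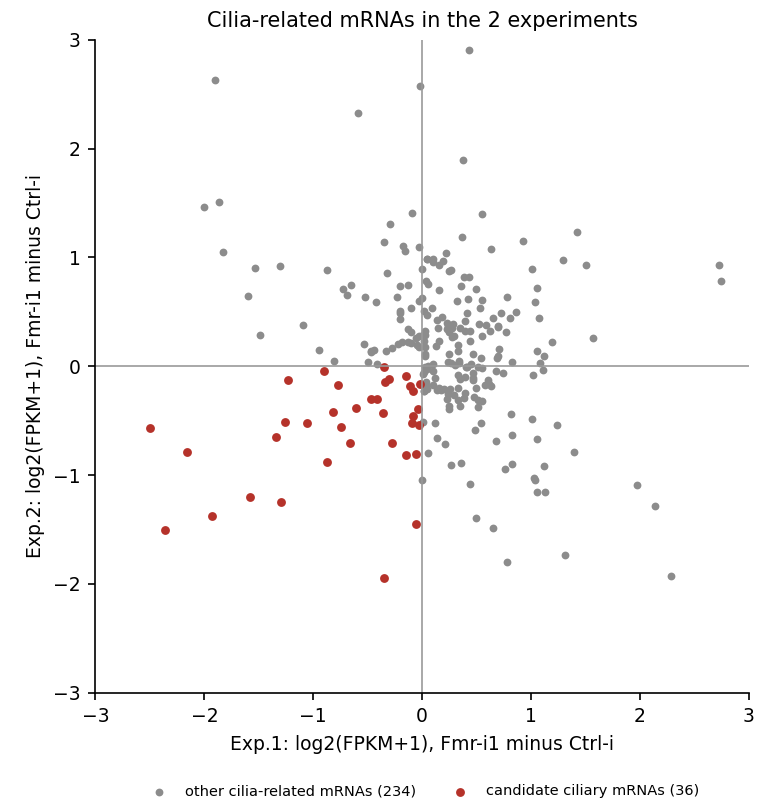
The 270 cilia-related mRNAs in both experiments. Each point is 1 row, with the difference of log2(FPKM+1) between Fmr-i1 and Ctrl-i in Exp.1 on the x axis and in Exp.2 on the y axis. The 36 candidates, in red, lie under 0 on both axes, and 98 of the other rows lie above 0 on both.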

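The 11 tubulin rows went both ways. Tubb3, a neuronal β-tubulin, had 3.92 and 5.03 FPKM in the Fmr-i1 libraries of Exp.1 and Exp.2 and 11.47 and 8.45 FPKM in the Ctrl-i libraries, a log2 fold change of -0.99 (standard error 0.49). Tuba1a had 875.6 and 1016 FPKM against 1106 and 1123 FPKM, a log2 fold change of -0.24 (standard error 0.28). Tubb2b had 321 and 307.4 FPKM against 340.1 and 360.1 FPKM (log2 fold change -0.16, standard error 0.27), and Tubb4a had 1.41 and 2.11 FPKM against 3.50 and 2.21 FPKM (log2 fold change -0.47, standard error 0.52). These 4 rows were lower in both experiments.
Tuba1b had 334.4 and 338.8 FPKM in Fmr-i1 and 245.7 and 270.4 FPKM in Ctrl-i, a log2 fold change of 0.38 (standard error 0.27). Tubb5 had 100.8 and 104.8 FPKM against 85.5 and 70.7 FPKM (log2 fold change 0.40), and Tubb6 had 10.13 and 12.31 FPKM against 6.35 and 3.37 FPKM. Tubb4b, the second most abundant tubulin row, had 544.9 and 467.2 FPKM in Fmr-i1 and 443.1 and 561 FPKM in Ctrl-i, and its log2 fold change of 0.02 was -0.18 after median scaling. Tubb2a, Tuba1c and Tuba4a were higher in Exp.1 and lower in Exp.2. No tubulin row passed the test, with adjusted p = 0.945 in limma for Tubb3. Relative to other rows, the median log2 fold change was -0.18 for the 7 β-tubulins (limma camera, adjusted p = 0.792) and -0.07 for the 4 α-tubulins (limma camera, adjusted p = 0.945). Tubulin paralogs are similar in sequence, and reads shared among them could be split differently from library to library.

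**Figure D3:**
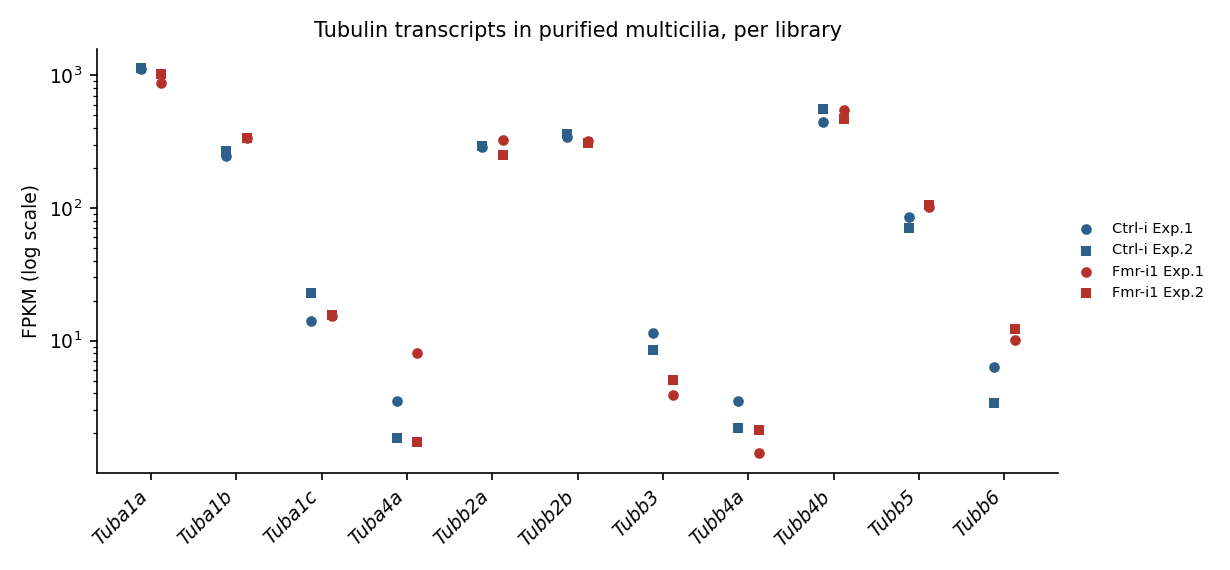
FPKM of the 11 α- and β-tubulin rows in each library, on a log axis. Blue points are Ctrl-i and red points Fmr-i1, circles Exp.1 and squares Exp.2. Tubb3 lies between 3.92 and 5.03 FPKM in Fmr-i1 and between 8.45 and 11.47 FPKM in Ctrl-i.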

### Ependymal multicilia locally translate α-tubulin

To verify that the tubulin mRNAs were indeed translated into tubulin in ependymal cilia, we performed the metabolic Puro labeling in mEPCs (Fig. 3a), followed by proximity ligation assays (PLA) to detect ciliary puromycylated tubulin peptides (Fig. 8a)^50^. When a rabbit polyclonal antibody raised against full-length α-tubulin (anti-α-tubF; 1:800) (Fig. 8b) was paired with the anti-Puro antibody, robust punctate PLA fluorescent signals along multicilia were observed (Fig. 8c and Supplementary Movie 2). Quantification indicated that the PLA signals from both antibodies exceeded those from either antibody by over 150 fold (Fig. 8c, d), confirming that only the combination of the two antibodies could efficiently produce PLA signals. As cilia are abundant in MTs, we further assessed whether the strong PLA signals from the anti-α-tubF and anti-Puro antibodies (Fig. 8c, d) were produced specifically, i.e., through the concomitant binding of anti-α-tubulin and anti-Puro antibodies to the same puromycylated α-tubulin peptides as illustrated in Fig. 8a, or nonspecifically through their separate binding to α-tubulin molecules in axonemal MTs and any puromycylated peptides. We introduced a rabbit polyclonal antibody raised against a C-terminal peptide of α-tubulin (anti-α-tubC) (Fig. 8b). When anti-α-tubC was diluted at 1:100, it generated comparable IF signals of ependymal ciliary axonemes as anti-α-tubF did (Fig. 8b). We reasoned that, if PLA signals could be produced nonspecifically through the separate antibody binding, anti-α-tubC antibody (1:100) and anti-α-tubF antibody (1:800) should generate comparable PLA signals with anti-Puro antibody. On the contrary, as puromycylated α-tubulin peptides were expected to mostly lack epitopes of anti-α-tubC antibody, anti-α-tubC antibody would only be able to generate much weaker ciliary PLA signals than anti-α-tubF did if the PLA signals indeed required the concomitant binding of anti-α-tubulin and anti-Puro antibodies to the same puromycylated α-tubulin peptides as a prerequisite. When the PLA reactions were performed parallelly, we observed that the PLA signals from anti-α-tubF and anti-Puro antibodies exceeded those from anti-α-tubC and anti-Puro antibodies by 21.4 fold (Fig. 8c, d). Therefore, we conclude that ependymal multicilia contain puromycylated α-tubulin peptides.

**Fig. 8:**
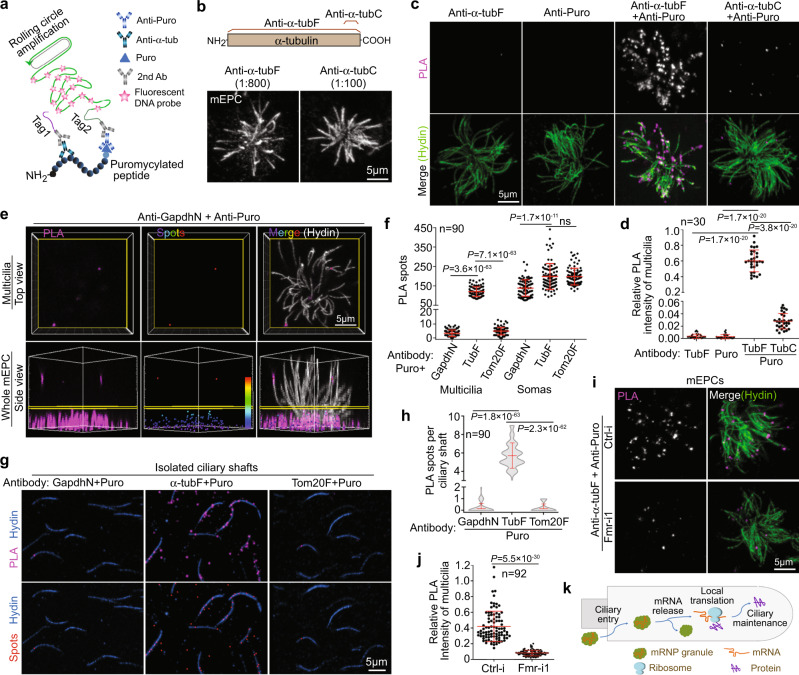
Ependymal multicilia locally translate α-tubulin. Day 10 were used unless otherwise stated. Quantification results are presented as mean ± s.d. Those in (**f**, **h**, **j**) were pooled from three independent experiments. Two-tailed student’s *t*-test: ns, no significance. **a** Diagram illustrating PLA detection of a puromycylated α-tubulin peptide. The close positioning of two oligonucleotides (tag1 and tag2) enables amplification of approximately a thousand DNA repeats that can be visualized as a bright punctum through fluorescent probe hybridization. **b** Rabbit antibodies against full-length (anti-α-tubF) and extreme C-terminal (anti-α-tubC) α-tubulin similarly decorated multiciliary axonemes at the indicated dilutions. **c, d** Multicilia contained puromycylated α-tubulin peptides. mEPCs were labeled with Puro for 10 min, followed by fixation and PLA using the indicated antibodies (**c**). Hydin served as ciliary marker in the representative confocal images of PLA signals in multicilia (**d**). **e, f** Ependymal multicilia locally synthesized α-tubulin but not Gapdh and Tom20. Representative 3D-reconstructed images showing PLA signals from anti-GapdhN and anti-Puro antibodies as a negative control (**e**). The multicilia and soma regions are divided by the yellow plane. See Supplementary Fig. 4b for images from other antibody pairs. Statistical results (**f**) were scored from software-generated color-coded PLA spots^51^. As the z-depth of soma regions varied among cells, PLA spots in somas were normalized to the value in 2000 μm^3^, which was close to the average volume covered by the confocal imaging. **g, h** Isolated ciliary shafts locally synthesized α-tubulin but not Gapdh and Tom20. Isolated ciliary shafts were labeled with Puro for 30 min, followed by PLA (**g**, top panels). The PLA signals were converted to PLA spots (**g**, bottom panels), PLA spots were scored from well-separated ciliary shafts (**h**). **i, j** Depletion of Fmrp markedly reduced ciliary PLA signals of puromycylated α-tubulin peptides. mEPCs transfected as in Fig. 4e were labeled with Puro for 10 min at day 9, followed by PLA. PLA signals in representative multicilia regions (**i**) and quantification results (**j**) are shown. **k** An illustration model, Fmrp-containing mRNP granules enter ciliary shaft and release their content mRNAs for local protein synthesis to support ciliary maintenance.

The PLA reactions are highly sensitive, capable of detecting a single puromycylated peptide by principle (Fig. 8a)^50^. Therefore, although we verified that cytoplasmic puromycylated peptides did not substantially diffused into ependymal cilia during the metabolic labeling (Fig. 3 and Supplementary Fig. 2), it was still necessary to clarify the source of puromycylated α-tubulin peptides that generated the ciliary PLA signals (Fig. 8c). As the abundant cytosolic protein Gapdh and mitochondrial protein Tom20 were rarely detected in ependymal cilia (Supplementary Fig. 4a; also see Fig. 1c and Supplementary Fig. 1a)^20^, we examined ciliary PLA signals of their puromycylated peptides by using antibodies against N-terminal Gapdh (anti-GapdhN) and full-length Tom20 (anti-Tom20F). We observed that neither anti-GapdhN antibody nor anti-Tom20F antibody produced ciliary PLA signals comparable to anti-α-tubF antibody in parallel experiments (Fig. 8e and Supplementary Fig. 4b). As intensities of PLA signals might differ among the antibodies, we converted the PLA signals to PLA spots and quantified the spot numbers as described previously^51^ for unbiased statistical analysis (Fig. 8e,f and Supplementary Fig. 4b). The average number of ciliary PLA spots from puromycylated α-tubulin peptides exceeded those from puromycylated peptides of Gapdh and Tom20 by 35.7 and 24.6 fold, respectively, whereas their average PLA spot numbers in somas were comparable (Fig. 8f). We also performed PLA assays using isolated ciliary shafts and obtained similar results (Fig. 8g, h). The average ciliary PLA spot number from puromycylated α-tubulin peptides exceeded that from puromycylated peptides of Gapdh or Tom20 by 29-fold (Fig. 8h). Therefore, we conclude that ependymal multicilia locally translate α-tubulin. These results also indicate that the ciliary compartment is much less accessible to cytoplasmic puromycylated peptides than compartments inside the cytoplasm such as the nucleus^35^, probably due to the barrier function of TZ^10^.

Finally, we examined whether the ciliary local synthesis of α-tubulin was sensitive to the depletion of Fmrp. We observed that ciliary PLA signals from puromycylated α-tubulin peptides were largely reduced in FMRP-depleted mEPCs (Fig. 8i). Statistical analysis revealed a 5.1-fold reduction in ciliary PLA signal intensity as compared to Ctrl-i-treated mEPCs (Fig. 8j). Therefore, the ciliary local translation of α-tubulin requires the Fmrp-mediated mRNA delivery.

Taken together, our results suggest a mechanism in which Fmrp mediates the ciliary delivery of mRNAs through mRNP granules for ciliary local translation to facilitate the maintenance of ependymal multicilia (Fig. 8k).

## Discussion

We demonstrate that ependymal multicilia locally translate proteins, therefore revising the present dogma that proteins synthesized in the cytoplasm are the sole source of ciliary proteins. Our results suggest that most ribosomal (95%) and eIF (66%) components are distributed in the cilia (Figs. 1a-e, 2 and Supplementary Fig. 1a)^20^. The cilia were also highly abundant in RNA, including 18 S rRNA and α/β-tubulin mRNA (Figs. 1f-i, 7d-g and Supplementary Fig. 1). More importantly, we detected abundant puromycylated nascent peptides in the cilia through metabolic Puro labeling (Fig. 3 and Supplementary Fig. 2). The prominent Puro labeling in isolated ciliary shafts (Fig. 3h, i) not only confirmed the ciliary origin of puromycylated peptides, but also indicated high activity and capacity of the ciliary local translation as well. By using PLA to detect puromycylated peptides of certain proteins, we further showed that ependymal cilia locally synthesize α-tubulin, but not non-ciliary proteins Gapdh and Tom20 (Fig. 8 and Supplementary Fig. 4). As eIF-positive puncta localized close to the axoneme (Fig. 2e), the local translation might occur at certain spatial locations. Despite these, characterization of detailed components of ciliary translational machineries, direct visualization of their localizations, and elucidation of their functioning mechanisms still require future investigations. As proteomic studies with human tracheal multicilia and green algae flagella have also identified components of the protein translational machinery^14,18^, local translation appears to be an evolutionarily conserved mechanism at least in motile cilia.

What could be the physiological roles of the ciliary local translation? Firstly, our results (Figs. 5 and 6) suggest that local translation may provide replacement components for ciliary maintenance. The continuous, rapid beat of motile cilia may cause damages to their force-generating dynein motors or lesions in their intricate ultrastructure and thus require repairs. Locally synthesized components, such as tubulin (Fig. 8), might be more convenient than the IFT-imported ones especially in beating cilia. Secondly, comparing to the IFT-mediated protein import^11,13^, local translation may serve as a local source of protein components for the construction of the complicated ciliary ultrastructure^6,14^. Thirdly, local translation may facilitate spatiotemporal remodeling of ciliary proteomes to precisely modulate ciliary functions in response to regional cues, as in the case of neurites^2,21^. Cilia are dynamic organelles even after fully grown. In *Chlamydomonas*, for instance, 20% of the flagellar proteins are exchanged within 3 h^52^. Interestingly, only some of the structural proteins, including tubulin, MT-stabilizing protein Tektin, and axonemal dynein, are prone to the turnover^52–54^. Furthermore, active protein exchanges preferentially occur at the tip and the junction of axonemal MT doublets^52,54–56^. Consistently, the candidate ciliary mRNAs identified by our deep sequencing analyses (Fig. 7c and Supplementary Table 1) include mRNAs of MT regulators and modification enzymes (*Dcdc2a, Dcx, Ttll9*, and *Ttll10*), subunits and docking proteins of axonemal dynein arms (*Dnah12*, *Dnali1*, *Drc7*, and *Ttc25*), IFT subunits (*Bbs1*, *Ift27*, and *Ift52*), and other proteins involved in the structure and function of motile cilia (e.g., *Armc9*, *Cep131*, *Cfap69*, *Dnajb13*, and *Tmem17*). 

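Groups of ciliary genes, fixed before the deposited table was examined but with Supplementary Data 1 at hand, lay close to the level of the other rows. Of 15 axonemal dynein genes, 9 were higher and 6 lower in Fmr-i1, with a median log2 fold change of -0.13 relative to other rows (limma camera, adjusted p = 0.792). Dnaic2, an intermediate chain of outer dynein arms, had 30.6 and 28.3 FPKM in Fmr-i1 and 14.0 and 20.6 FPKM in Ctrl-i. Of 25 dynein docking and assembly genes, 17 were higher and 8 lower, at -0.01 relative to other rows (adjusted p = 0.870), with Ccdc103 at 7.91 and 9.15 FPKM against 1.71 and 4.95 FPKM. Of 37 IFT and BBSome genes, 25 were higher and 12 lower, at -0.02 (adjusted p = 0.985). Ift20 had 91.3 and 76.2 FPKM against 53.2 and 61.1 FPKM, and the Ift172 row had 0.89 and 8.74 FPKM against 8.18 and 15.35 FPKM, a log2 fold change of -1.51 that was 0.20 for the sum of all Ift172 rows. Of 12 tubulin-modifying enzymes, 6 were higher and 6 lower, at -0.09 (adjusted p = 0.574), with Agbl4 at 0.41 and 2.31 FPKM against 1.58 and 5.08 FPKM and Vash1 at 2.42 and 1.81 FPKM against 0.43 and 1.14 FPKM.
Of 20 radial spoke and central pair genes, 13 were higher and 7 lower, at -0.02 (adjusted p = 0.945), and Rsph9 had 137.6 and 149.9 FPKM in Fmr-i1 and 83.1 and 106.2 FPKM in Ctrl-i. Of 16 microtubule inner protein genes, 9 were higher and 7 lower, at -0.09 (adjusted p = 0.792), with Tekt4, a tektin, at 12.98 and 10.43 FPKM against 8.73 and 7.72 FPKM and Fam183b at 68.3 and 86.2 FPKM against 104.2 and 113.1 FPKM. Of 18 transition zone genes, 14 were higher and 4 lower, at 0.03 (adjusted p = 0.792). No gene of these 7 groups passed an adjusted p of 0.05 in limma, over all rows or adjusted over the list alone.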

Future validation of bona fide ciliary mRNAs additional to those of tubulin and elucidation of their translational regulations and physiological importance will lead to comprehensive understandings on roles of the ciliary local translation.

We found that Fmrp localizes to ependymal cilia to support ciliary local translation and ciliary maintenance (Figs. 4, 5, 6, and 8). Fmrp is a multifunctional RBP capable of translational repression^46,47^ and important for mRNA delivery into neurites in the form of mRNP granules for local translation^2,21^. Our results suggest that Fmrp is involved in the formation and delivery of mRNP granules into ependymal cilia to provide mRNAs for the local translation (Fig. 8k). Firstly, the depletion of Fmrp repressed ciliary local translations, including the local synthesis of α-tubulin (Figs. 4e-i and 8i, j). If Fmrp functioned solely as a translation repressor, its depletion would have increased ciliary local translations. Nevertheless, as mRNAs in mRNP granules are translationally silenced during their delivery and storage, Fmrp might contribute to this translational incompetence till the mRNAs are released for local translation (Fig. 8k). 

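Over the whole list and all 4 libraries, cilia-related mRNAs were at the level of all other rows in Fmr-i1 multicilia. FPKM gives shares of a library, so a fall shared by most mRNAs of the preparation would not show, and absolute amounts cannot be read here. Of the 257 listed rows with a mean of at least 1 FPKM, 168 had a positive and 89 a negative log2 fold change. Their median was 0.14, which is -0.02 relative to the other rows. Among 10000 random lists of the same size matched on mean log2 FPKM, 35.0% had a lower median, and 95% of them lay between 0.08 and 0.22. In these random lists a median of 42 rows were lower in both experiments, 95% of them between 31 and 54, and in the 257 cilia-related rows 33 were. Markers of ependymal cells, such as Foxj1 and Rsph1, were at 0.00 relative to other rows (16 genes, limma camera, adjusted p = 0.993).
By limma, 0 rows were higher and 0 lower in Fmr-i1 at an adjusted p of 0.05, over all rows or adjusted over the list alone. At an unadjusted p under 0.05, 363 of all rows were higher and 235 lower, and in the list 3 were higher and 3 lower. Over all rows this is close to the number that would pass at 0.05 with no change at all, and in the list it is fewer. Over all rows the balance depends on the scaling, with 223 higher and 373 lower after median scaling and 250 higher and 345 lower after quantile normalization. In simulated data of the same size, the test called 0 of 50 rows changed by 2 on the log2 scale and 27 of 50 rows changed by 4. Single mRNAs with smaller changes would be missed. The simulation changed 200 rows, by up to 6, which eases the adjustment for multiple tests. In the measured libraries even a Bag1 row at -6.86 did not pass (limma, adjusted p = 0.0914), so larger changes can be missed too. The level of the cilia-related list depends on the Ctrl-i libraries. It lay at -0.15 relative to other rows without the Ctrl-i library of Exp.1 and at 0.17 without that of Exp.2. These 2 fits have no block, since leaving out a library breaks its pair. With all libraries and no block 1 row was higher and 2 were lower.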

Secondly, our RNA deep sequencing analyses suggest reduced abundance of many cilia-related mRNAs in FMRP-depleted ependymal cilia (Fig. 7a-c and Supplementary Table 1). Importantly, we confirmed that mRNAs of both α-tubulin and β-tubulin are indeed distributed in ependymal multicilia for the local translation of tubulin (Figs. 7d-g and 8), although other candidate mRNAs still require future validations. Thirdly, the requirement of ciliary localization of Fmrp to prevent ependymal multicilia from degeneration (Fig. 6) is also consistent with its proposed role in mRNA delivery, although our current results do not exclude the possibility that ciliary Fmrp might also have roles unrelated to local translation. Future studies will be required to identify other components of ciliary mRNP granules and understand their interplays with each other and with ciliary mRNAs. Interestingly, Cfap44, an inner dynein arm-tethering protein^57^, has recently been reported to also bind RNA^58^. Upf1 and Caprin1 (Fig. 4b) could also be ciliary RBPs because they both have roles in neuronal local translation^41^. Our results suggest that ciliary mRNP granules are stored in the central lumen (Fig. 4c) and might release mRNAs for protein translation in response to certain signals or demands, analogous to what has been demonstrated by studies in neurites^4,59,60^. It will thus be interesting in the future to understand how the ciliary local translation is controlled to coordinate actions of the mRNA delivery machinery with the protein translation ones for proper maintenance of multicilia.

Local translation defects in cilia might not only contribute to ciliopathies but revise our knowledge in the pathology of other diseases as well. For instance, mutations in *FMR1*, mainly through trinucleotide expansion of CGG repeats in the 5′ untranslated region (UTR) and rarely through missense mutations in the coding region, is known to result in fragile X syndrome, the most common inherited form of mental retardation and single-gene cause of autism spectrum disorder, by dysregulating local translation in neurites critical for synaptic formation and functions^61,62^. The cerebrospinal fluid flow driven by ependymal cilia is important for homeostasis of the central nervous system^63,64^. Defects in ependymal multicilia can lead to hydrocephalus and damages in brain tissues and functions^9^. The Fmrp depletion-induced ependymal cilia degeneration (Figs. 5, 6) might thus also contribute to the pathology of fragile X syndrome^65^. Consistently, fragile X syndrome patients frequently display expanded brain ventricles^66,67^ resembling hydrocephalus. In addition, *Fmr1*-deificent mice display age-dependent loss of primary cilia in neurons of the dentate gyrus (DG)^68^. Therefore, whether primary cilia possess local translation and contribute to the progression of fragile X syndrome is also an interesting question.

## Methods

### Plasmid construction

For lentiviral expression of GFP-fusion proteins, the full-length cDNAs of mouse Rpl11 (NM_025919), Rps3 (NM_012052), Centrin1 (NM_007593), Eif3d (NM_018749), Eif3h (NM_080635), Eif3m (NM_145380), and Fmrp (NM_008031) were PCR-amplified from mEPC cDNAs and cloned into the pLV-EGFP-C1 vector.

To create Fmr-i1-insensitive Fmrp-expression adenovirus for rescue experiments, the Fmrp cDNA containing synonymous mutations (5′ CCACCTGTAGGTTATAATAAA 3′ → 5′ CCTCCAGTTGGATACAACAAG 3′) was generated by PCR, cloned into pYr1.1-EGFP to express GFP-Fmrp, and then recombined into pAd/Block-it-DEST by LR clonase II enzyme mix (ThermoFisher Scientific, 11791020). To tether GFP-Fmrp to the outer membrane of mitochondria, the C-terminal transmembrane domain of human monoamine oxidase (NM_000240, 481-528 aa)^49^ was fused to the C-terminus of the siRNA-resistant Fmrp. Centrin1 cDNA was cloned into the pYr1.1-EGFP vector to express Centrin1-GFP.

Primers used for cloning were listed in Supplementary Table 2. All the plasmid constructs were verified by sequencing.

### Cell culture, transfection, and viral infection

HEK293T (ATCC, CRL-11268) and HEK293A (ThermoFisher Scientific, R70507) cells were maintained in DMEM (Gibco, C11965500BT) supplemented with 10% fetal bovine serum (Ausbian, VS500T), 0.3 mg/ml L-glutamine (Sigma–Aldrich, G8540), 100 U/ml penicillin and 100 µg/ml streptomycin (Invitrogen, 15140122) at 37 °C in an atmosphere containing 5% CO_2_. mEPCs were isolated and cultured as described^20,23,69^. The telencephalon from postnatal day 0 to 1 C57BL/6 mouse pups of either sex were dissected after removing the cerebellum, olfactory bulbs and hippocampus with tweezers (Dumont, 1214Y84) in cold dissection solution (161 mM NaCl, 5 mM KCl, 1 mM MgSO_4_, 3.7 mM CaCl_2_, 5 mM Hepes, and 5.5 mM Glucose, pH 7.4) under a stereo microscope. The telencephalon were digested with 1 ml of the dissection solution containing 10 U/ml papain (Worthington, LS003126), 0.2 mg/ml L-Cysteine, 0.5 mM EDTA, 1 mM CaCl_2_, 1.5 mM NaOH, and 0.15% DNase I (Sigma, D5025) for 30 min at 37 °C. Cells were dissociated by pipetting up and down 10 times with a 5 ml pipette and collected by centrifugation at 400 × *g* for 5 min at room temperature. Cells were resuspended with DMEM medium supplemented with 10% fetal bovine serum (FBS) and 50 μg/ml primocin (InvivoGen), and inoculated into the flask coated by 10 μg/ml fibronectin (Sigma, FC010). Neurons were shaken off and removed after culturing for 1 days after inoculation. The remaining cells were further cultured to ~80% confluency (usually 2 days after) and then transferred into fibronectin-coated 29 mm glass-bottom dishes (Cellvis, D29-14-1.5-N) for immunofluorescence staining or 75-cm^2^ fibronectin-coated flasks for cilia purification. After cells were confluent, FBS was removed from the medium to initiate differentiation. Cultured cells were routinely tested for mycoplasma contamination. mEPCs grown in 29 mm glass-bottom dishes (Cellvis, D29-14-1.5-N) were transfected with 40 pmol siRNA and 3 μl Lipofectamine RNAiMAX (ThermoFisher Scientific, 13778-150) every 3 days from day 1 before serum starvation (day −1). Two independent siRNAs against *Fmr1* (Fmr-i1 and Fmr-i2) and the standard non-targeting siRNA (Ctrl-i) were used (GenePharma). The sequences of oligonucleotides are: Ctrl-i (negative control): 5′- TTCTCCGAACGTGTCACGTtt-3′; Fmr-i1: 5′-UUUAUUAUAACCUACAGGUtt-3′; Fmr-i2: 5′- UAAACCUCAACUUCAUCACtt -3′.

Lentivirus production and infection were performed as described^70^. To produce adenovirus, adenoviral plasmids were linearized with PacI and transfected into HEK293A cells with Lipofectmine 2000 (ThermoFisher Scientific, 11668-019). After ~80% cells showed a cytopathic effect, cells were harvested and virus were released by three freeze-thaw (−80 °C and 37 °C) cycles. The harvested adenoviral particles were used at a 1:1000 dilution for infection in mEPCs.

Experiments involving mouse tissues were performed in accordance with the ethical guidelines of Shanghai Institute of Biochemistry and Cell Biology, Chinese Academy of Sciences, and approved by the Institutional Animal Care and Use Committee.

### Immunoblotting

For immunoblotting, samples were lysed in 2× SDS-loading buffer and boiled for 3 min at 95 °C. Proteins were separated by SDS-PAGE on Precast 4–12% Bis-Tris gels (Biofuraw, 180-8008H) and transferred onto nitrocellulose membrane with 0.2 μm pore size (GE Healthcare, 10600001). After three washes in TBST (150 mM NaCl, 50 mM Tris-HCl, 0.05% Tween 20, pH 7.5), the membrane was incubated in blocking buffer (5% skimmed milk powder in TBST) for 1 h, followed by incubation with primary antibodies in antibody dilution buffer (4% BSA in TBST) overnight at 4 °C. After three washes in TBST for 15 min each, the membrane was incubated with HRP-conjugated secondary antibodies in antibody dilution buffer for 1 h and washed for 15 min three times. Western Lightning Plus-ECL (PerkinElmer, NEL104001EA) was used to detect proteins on membranes, and the luminescent signals were captured with X-ray films (Fig. 1c) or MiniChemi Chemiluminescence imager (Sagecreation) (Figs. 4f, 6c, 7b and Supplementary Fig. 1a). After the detection of IFT81 and RPL4 (Fig. 1c), the immunoblots were stripped off previous antibodies by incubating in stripping buffer (EpiZyme, PS107) for 15 min and used to detect eIF3d and eIF3h, respectively.

Antibodies for immunoblotting were listed in Supplementary Table 3.

### Fluorescent staining

mEPCs cultured in 29 mm glass-bottom dishes (Cellvis, D29-14-1.5-N) were pre-extracted with 0.5% Triton X-100 in PBS for 30 s, followed by fixation with 4% fresh paraformaldehyde (PFA) in PBS for 15 min at room temperature. After fixation, the cells were permeabilized with 0.5% Triton X-100 in PBS for 15 min. To label multicilia-containing apical cortexes (Fig. 3e, f and d) and TZ-containing ciliary shafts (Figs. 3h, 8g and Supplementary Fig. 2c), the ciliary preparations were spun onto 12 mm glass coverslips coated with poly-L-lysine (Sigma–Aldrich, P1399) at 4200 × *g* for 10 min at 4 °C, followed by the fixation and permeabilization. Immunofluorescent staining was carried out as described with some modifications^70^. The samples were incubated with blocking buffer (4% BSA in TBST) for an hour at room temperature, followed by incubation with primary antibodies in blocking buffer overnight at 4 °C. After three washes in blocking buffer for 5 min each, the samples were incubated with secondary antibodies in blocking buffer for an hour at room temperature. After three washes in blocking buffer for 5 min each, the samples were mounted with ProLong^TM^ (ThermoFisher Scientific, 2273640).

Antibodies for immunofluorescent staining were listed in Supplementary Table 3.

### Acridine orange (AO) staining

AO staining was performed as described^27^, with some modifications. mEPCs cultured in 29 mm glass-bottom dishes (Cellvis, D29-14-1.5-N) to day 10 post serum starvation were incubated with 100 nM siR-tubulin (SPIROCHROME, CY-SC002) for 1 h at 37 °C, followed by fixation with 4% PFA in PBS for 15 min at 4 °C. After treated with PBS (mock) or 100 μg/ml RNase A (ThermoFisher Scientific, 12091021) in PBS for 30 min at 37 °C, the cells were incubated with 20 μg/ml AO (Sigma–Aldrich, 318337) in staining buffer (37 mM citric acid, 126 mM Na_2_HPO_4_, 150 mM NaCl, 1 mM EDTA, pH 3.8) for 15 min at 4 °C. After staining, the cells were mounted in Prolong Diamond Antifade Mountant (ThermoFisher Scientific, P36970) and immediately imaged on a Leica TCS SP8 WLL system with 561 excitation/ 650 emission (for RNA fluorescence), 488 excitation/ 525 emission (for DNA fluorescence), and 650 excitation/690 emission (for siR-tubulin fluorescence) filter sets. As siR-tubulin staining of multicilia tended to fade rapidly if permeabolized with Triton X-100, we chose to directly treat the cells with RNase without detergent permeabilization. We confirmed that the RNase treatment was effective (Supplementary Fig. 1b).

### Pyronin Y (PY)–Hoechst 33342 staining

PY-Hoechst 33342 staining was performed as described^28^. mEPCs cultured in 29 mm glass-bottom dishes (Cellvis, D29-14-1.5-N) to day 10 were fixed with 4% PFA in PBS for 15 min, followed by permeabilization with 0.5% Triton X-100 in PBS for 15 min at 4 °C. After treated with PBS (mock) or 100 μg/ml RNase A (ThermoFisher Scientific, 12091021) in PBS for 30 min at 37 °C, the cells were incubated with 2 μg/ml PY (MedChemExpress, HY-D0971) and 4 μg/ml Hoechst 33342 (ThermoFisher Scientific, H3570) in PBS for 1 h at 4 °C. Then the cells were blocked with 2 μg/ml donkey normal IgG (Yeasen, 36108ES10) in PBS for 30 min and incubated with mouse anti-acetylated Tubulin (Sigma–Aldrich, T6793, 1:1000) for 1 h, followed by incubation with donkey anti-mouse IgG conjugated with Alexa Fluor 488 (ThermoFisher Scientific, A-21202, 1:1000). After washing, the cells were mounted in Prolong Diamond Antifade Mountant (ThermoFisher Scientific, P36970) and imaged immediately.

### Fluorescence in situ hybridization (FISH)

mEPCs cultured in 29 mm glass-bottom dishes (Cellvis, D29-14-1.5-N) to day 10 were fixed with 4% PFA in PBS for 15 min and washed in PBS for three times (5 min each). The cells were permeabilized in 75% ethanol overnight at 4 °C, then treated with PBS (mock) or 100 μg/ml RNase A (ThermoFisher Scientific, 12091021) for 30 min at 37 °C, and used for FISH as follows.

FISH with the Dig-labeled RNA probes were performed as described^30^. A gene fragment of the 18 S ribosomal RNA (NR_003278, 490–1489 nt) was PCR-amplified from mEPC genomic DNA and cloned into pCDNA3.0. After linearization, the plasmid was used as the template to transcribe DIG-rUTP-labeled RNA probes with the DIG RNA labeling kit (Roche, 11175025910). The antisense and sense probes, generated, respectively, through the T7 promoter and the SP6 promoter, were purified using MEGAclear Transcription Clean-Up Kit (ThermoFisher Scientific, AM1908). The mock- or RNase-treated mEPCs were washed with 50% formamide in 2× saline sodium citrate (SSC) for 10 min, followed by pre-hybridization in hybridization buffer (10% dextran sulfate, 50% formamide, 1 mg/ml yeast tRNA, 5 mM Ribonucleoside Vanadyl Complex in 1×SSC) at 50 °C for 2 h. The cells were then incubated with 10 ng/μl Dig-labeled RNA probes in hybridization buffer for 16 h at 50 °C, followed by two rounds of washes with 50% formamide in 2× SSC at 50 °C (20 min each) and one wash with PBS for 5 min. The hybridized mEPCs were blocked with 2 μg/ml donkey normal IgG (Yeasen, 36108ES10) in PBS for 30 min, followed by incubation with mouse anti-acetylated Tubulin (Sigma–Aldrich, T6793, 1:1000) and sheep anti-digoxigenin (Roche, 11333089001, 1:200) overnight at 4 °C. After three washes with PBS (5 min each), the mEPCs were incubated with donkey anti-sheep IgG conjugated with Alexa Fluor 546 (ThermoFisher Scientific, A-21098, 1:1000) and donkey anti-mouse IgG conjugated with Alexa Fluor 488 (ThermoFisher Scientific, A-21202, 1:1000) for 1 h.

FISH with the single-molecule (sm) DNA probe sets were carried out as described^29^. Mixed DNA probes for the detection of the transcripts of *Tuba1a* (NM_011653), *Tuba1b* (NM_011654), and *Tuba1c* (NM_009448) or the transcripts of *Tubb2a* (NM_009450) and *Tubb2b* (NM_023716) were designed using the Stellaris® RNA FISH Probe Designer (www.biosearchtech.com/stellarisdesigner; Biosearch Technologies) and their sequences are listed in Supplementary Table 4. Probes against 18 S rRNA was from the positive control of Fluorescent In situ Hybridization Kit (RiboBio, C10910). The mock- or RNase-treated mEPCs were washed with 10% formamide in 2× SSC for 10 min, followed by pre-hybridization in hybridization buffer (10% formamide,10% dextran sulfate in 2 × SSC) at 37 °C for 1 h. Subsequently, the mEPCs were incubated with Cy3-labeled smFISH probes (RiboBio) in hybridization buffer for 16 h at 37 °C (100 nM probes for α-tubulin and β-tubulin mRNA, 500 nM probes for 18 S rRNA). After three washes with 10% formamide in 2× SSC (5 min each) at 37 °C. The follow-up immunofluorescent staining for acetylated Tubulin was carried out as described in the PY-Hoechst staining.

### Cilia isolation

Cilia purification for mass spectrometry was performed as described in Fig. 1a^23^. To purify multicilia-containing apical cortexes from mEPCs, one 75 cm^2^ flask of mEPCs at day 10 was washed twice with ice-cold PBS and twice with the Ca^2+^-free deciliation buffer (20 mM Hepes, 25 mM KCl, 250 mM Sucrose, 1 mM EDTA, pH 7.5)^36^. Nine milliliters of deciliation buffer containing 0.01% Triton X-100 were added to the cells. The flask was then shaken horizontally at 300 rpm in a 37 °C shaker (Zhichu, ZQZY-AS9) for 30 min to release the ciliated apical cortexes. The suspension was collected and centrifuged at 600 × *g* for 10 min at 4 °C. For immunofluorescent labeling (Fig. 3e) and puromycin labeling (Fig. 3f), the multicilia-containing pellet was resuspended with 1 ml of fresh culture medium. For ciliary RNA purification and deep sequencing (Fig. 7a), the pellet was resuspended with 400 µl of deciliation buffer and loaded on the top of a three-step discontinuous OptiPrep density gradient (Sigma–Aldrich, D1556, 60% in stock) (1 ml 25% iodixanol, 1.8 ml 20% iodixanol, and 1.8 ml 15% iodixanol in deciliation buffer from bottom to top). After centrifugation at 300,000 × *g* for 18 h at 4 °C, multicilia-containing apical cortexes were collected from the interphase between the 15% and 20% iodixanol solution.

To isolated ciliary shafts from mEPCs, one 75-cm^2^ flask of mEPCs at day 10 was washed twice with ice-cold PBS and twice with the Ca^2+^-containing deciliation buffer (20 mM Pipes, 20 mM CaCl_2_, 250 mM Sucrose, pH 5.5)^23^. 9 ml of deciliation buffer containing 0.01% Triton X-100 were added to the cells. The flask was then shaken horizontally at 300 rpm in a 37 °C shaker (Zhichu, ZQZY-AS9) for 15 min to detach ciliary shafts from their basal bodies. The suspension containing ciliary shafts was collected and centrifuged at 600 × *g* for 10 min at 4 °C to remove pellets. For puromycin labeling (Fig. 3h) and Puro-PLA assay (Fig. 8g), ciliary shaft preparations were spun onto 12 mm glass coverslips coated with poly-L-lysine (Sigma–Aldrich, P1399) at 4200 × *g* for 10 min at 4 °C.

### Puromycin labeling assay

Puromycin labelling assay for the detection of nascent peptides was performed as described^32,33,51^, with some modifications. Cultured mEPCs were treated with 10 μg/ml puromycin (Sigma–Aldrich, P8833) for 5 min or 10 min. To inhibit protein translation, mEPCs were treated with 10 μg/ml CHX (Sigma–Aldrich, C7698) for 30 min prior to the addition of puromycin. Puromycin-treated mEPCs were fixed in 4% PFA in PBS for 15 min and permeabilized with 0.5% Triton X-100 in PBS for 15 min. The cells were blocked with 4% BSA in TBST for 1 h, followed by incubation with mouse anti-puromycin (Merk Millipore, MABE343, 1:200) and rabbit anti-Rsph4a (1:400)^71^ antibodies overnight at 4 °C. After three washes with the blocking buffer (5 min each), the cells were incubated with donkey anti-mouse IgG conjugated with Alexa Fluor 488 (ThermoFisher Scientific, A-21202, 1:1000) and donkey anti-rabbit IgG conjugated with Cy3 (Jackson ImmunoResearch, 711-165-152, 1:1000) for 1 h.

For puromycin labelling of multicilia-containing apical cortexes, the multicilia preparations resuspended in 1 ml of fresh culture medium (please refer to cilia purification) were incubated with 10 μg/ml puromycin (Sigma–Aldrich, P8833) for 30 min at 37 °C, or pre-treated with 10 μg/ml CHX for 30 min prior to the addition of puromycin. The samples were then centrifuged to poly-L-lysine-coated coverslips at 4200 × *g* for 10 min at 4 °C, followed by fixation, permeabilization, and immunofluorescent staining.

For puromycin labelling of isolated ciliary shafts, the cilia preparations adhered onto coverslips were incubated with 10 μg/ml puromycin (Sigma–Aldrich, P8833) for 5 min, 10 min and 30 min at 37 °C with or without a pretreatment of 10 μg/ml CHX for 30 min prior to the addition of puromycin. The samples were then fixed and permeabilized, followed by immunofluorescent staining.

### Proximity ligation assay (PLA)

PLA was carried out to detect puromycylated α-tubulin peptides by following the Duolink PLA fluorescence protocol (Sigma–Aldrich)^50^. mEPCs at day 10 (Fig. 8c, e, i and Supplementary Fig. 4b) or isolated ciliary shafts on coverslips (Fig. 8g) were treated with 10 μg/ml puromycin (Sigma–Aldrich, P8833) for 10 min or 30 min at 37 °C, respectively. The samples were fixed with 4% PFA in PBS for 15 min. After permeabilization with 0.5% Triton X-100 in PBS for 15 min, the samples were blocked with Duolink blocking solution for 1 h at 37 °C, followed by incubation overnight at 4 °C with Duolink Antibody Diluent containing mouse anti-puromycin (Merk Millipore, MABE343, 1:200), rabbit anti-α-tubF (Proteintech, 11224-1-AP, 1:800), rabbit anti-α-tubC (Abcam, ab15246, 1:100), rabbit anti-GapdhN (Abcam, ab181603, 1:200), rabbit anti-Tom20F (Proteintech, 11802-1-AP, 1:200) and guinea pig anti-Hydin antibody (1:200)^23^. After three washes with Wash buffer A (5 min each), the cells were incubated with Duolink Antibody Diluent containing rabbit PLA^plus^ (Sigma–Aldrich, DUO92002, 1:5), mouse PLA^minus^ (Sigma–Aldrich, DUO92004, 1:5), and donkey anti-guinea pig IgG conjugated with Alexa Fluor 488 (Jackson ImmunoResearch, 706-545-148, 1:500) for 1 h at 37 °C, followed by the ligation reaction for 30 min at 37 °C and amplification reaction for 100 min at 37 °C using Duolink Fluorescent Detection Reagent Red (Sigma–Aldrich, DUO92008). After washing, the cells were mounted with Duolink In Situ Mounting Medium with DAPI (Sigma–Aldrich, DUO82040) for imaging.

### Fluorescent microscopy

Confocal microscopy images were taken on the Leica TCS SP8 WLL system with a ×63/1.4 oil immersion objective. Optical sections were captured at 0.5 μm intervals and z-stack images were obtained with maximum-intensity projections. 3D-SIM super-resolution images were acquired using a DeltaVision OMX SR Imaging System (GE Healthcare) equipped with 4 sCMOS (scientific Complementary metal–oxide–semiconductor) cameras (Pco.edge) and a PlanApo ×60/1.42 oil objective (Olympus). Immersion oil with refractive index of 1.518 (Cargille) was used to minimize spherical aberrations. Optical sections were acquired at 125 nm z-steps. Raw OMX data were analyzed in SoftWoRX 7.0 software (GE Healthcare) with the following procedure: OMX SI Reconstructed using Channel-specific Wiener filter (0.002 for 488, 0.004 for 568, 0.002 for 647), OMX Align Image and Quick Projection (maximum-intensity projection).

As cell bodies are highly abundant in RNA and components of translational machineries, z-projected images from multicilia-containing z-stacks were presented to avoid the interference of fluorescent signals from cell bodies, unless the influence was neglectable or otherwise mentioned.

### Live cell imaging

mEPCs were infected with adenovirus at two days before serum starvation (day −2) to express Centrin1-GFP as basal body marker and transfected with Ctrl-i or Fmr-i1 every three days from day −1. At day 7, the cells were incubated with 100 nM siR-tubulin for 1 h at 37 °C, followed by live cell imaging using a spinning disk confocal microscope (Olympus SpinSR10) equipped with a UPlanXApo ×60/1.42 oil objective, ORCA-Flash 4.0 V3 digital CMOS camera (Hamamatsu), OBIS solid state lasers (coherent, 488 nm, 10% laser power, 100 ms exposure; 650 nm, 10% laser power, 100 ms exposure), and an incubation chamber (37 °C, 5% CO_2_, and 80% humidity). Z-stack sectioning was performed at 0.5 μm intervals to cover a depth of 15 μm that included fluorescent signals from ciliary tip to base). The images were recorded at 10-min intervals for 24 h. The time-lapse images were processed and analyzed with Cellsens Dimension (Olympus) and Fiji (ImageJ).

### RNA sequencing

Total RNA was isolated from purified multicilia using TRIzol Reagent (ThermoFisher Scientific, 15596-018). 10 μg linear acrylamide (Yeasen, 10408ES03) and 15 μg GlycoBlue (ThermoFisher Scientific, AM9515) were added to facilitate RNA precipitation and recovery. Isolated RNA was quantified using the Agilent Bioanalyzer 2100 (Agilent Technologies). Total mRNAs were captured by Poly(A) Magnetic Isolation Module (NEB, E7490) for generation of cDNA libraries using NEBNext Ultra II Directional RNA Library Prep Kit for Illumina (NEB, E7760). cDNA Libraries from three replicates were multiplexed and loaded on an Illumina HiSeq X instrument according to manufacturer’s instructions. Sequencing was carried out using a 2 ×150 bp paired-end configuration. The raw reads were filtered by Cutadapt 1.9.1 to remove adaptors and low-quality reads. Afterwards, the cleaned reads were mapped to the mouse reference genome (Ensemble GRCm38/mm10) using Hist 2.0.1. The FPKM values were calculated by Cuffdiff (v2.2.1) using default parameters^72^. The quality control, library preparation, and RNA sequencing were performed by GENEWIZ (Suzhou, China).

To identify candidate ciliary mRNAs delivered by Fmrp, 270 cilia-related genes were selected according to gene ontology annotations of the AmiGo 2 database. Filters were set as follows, key words: cilia; organism: Mus musculus; type: protein; evidence: experimental evidence in manual assertion; GO class: cillum. The deep sequencing results of cilia purified from Ctrl-i and Fmr-i1-treated mEPCs were subjected to the differential expression analysis.

### Statistics and reproducibility

All experiments were performed at least three times (Fig. 1d-e, Fig. 2c-e, Fig. 4c-d, Fig. 7b, and Fig. 8b). Band intensities of immunoblots were quantified using Adobe Photoshop as described^73^. Fluorescent intensities in micrographs were measured using LAS X (Leica). To analyze the ciliary intensity of PLA signals (Fig. 8e, f, g, h and Supplementary Fig. 4b), PLA signals were converted to PLA spots using the Spots model with the default settings in Imaris. In Fig. 8g-h, the number of PLA spots in the ciliary shaft were counted. In Fig. 8e-f and Supplementary Fig. 4b, the number of PLA spots in both the ciliary shaft and the soma were quantified. As the z-depth of soma regions varied among cells, PLA spots in the soma region were normalized to the value in 2000 μm^3^, which was close to the average volume covered by the confocal imaging. Quantification results are presented as mean ± SD. Two-tailed Student’s *t*-test was performed using Graphpad Prism 8.3.0. Differences were considered significant when *P* was <0.05.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Movie 1

Supplementary Movie 2

Reporting Summary

## Data Availability

The Ciliary RNA-Seq datasets generated and analyzed in this study have been deposited in the GEO (Gene Expression Omnibus) with the accession codes (GSE179935). Raw data of proteomic analysis results (Figs. 1b and 4a) have been deposited to the ProteomeXchange Consortium via the iProX partner repository^74^ with the accession code (PXD029174). Source data, including uncropped immunoblots, are provided with this paper. Source data are provided with this paper.

## Source data

Source Data

## References

[1] Reid DW, Nicchitta CV (2015). Diversity and selectivity in mRNA translation on the endoplasmic reticulum. Nat. Rev. Mol. Cell Biol..

[2] Buxbaum AR, Haimovich G, Singer RH (2015). In the right place at the right time: visualizing and understanding mRNA localization. Nat. Rev. Mol. Cell Biol..

[3] Eliscovich C, Singer RH (2017). RNP transport in cell biology: the long and winding road. Curr. Opin. Cell Biol..

[4] Holt CE, Martin KC, Schuman EM (2019). Local translation in neurons: visualization and function. Nat. Struct. Mol. Biol..

[5] Brooks ER, Wallingford JB (2014). Multiciliated cells. Curr. Biol..

[6] Ishikawa T (2017). Axoneme structure from motile cilia. Cold Spring Harb. Perspect. Biol..

[7] Goetz SC, Anderson KV (2010). The primary cilium: a signalling centre during vertebrate development. Nat. Rev. Genet.

[8] Horani A, Ferkol TW, Dutcher SK, Brody SL (2016). Genetics and biology of primary ciliary dyskinesia. Paediatr. Respir. Rev..

[9] Fliegauf M, Benzing T, Omran H (2007). When cilia go bad: cilia defects and ciliopathies. Nat. Rev. Mol. Cell Biol..

[10] Garcia-Gonzalo FR, Reiter JF (2017). Open sesame: how transition fibers and the transition zone control ciliary composition. Cold Spring Harb. Perspect. Biol..

[11] Ishikawa H, Marshall WF (2017). Intraflagellar transport and ciliary dynamics. Cold Spring Harb. Perspect. Biol..

[12] Ye F (2013). Single molecule imaging reveals a major role for diffusion in the exploration of ciliary space by signaling receptors. elife.

[13] Nachury MV (2018). The molecular machines that traffic signaling receptors into and out of cilia. Curr. Opin. Cell Biol..

[14] Ostrowski LE (2002). A proteomic analysis of human cilia: identification of novel components. Mol. Cell Proteomics.

[15] Lechtreck KF (2015). IFT-cargo interactions and protein transport in cilia. Trends Biochem. Sci..

[16] Bhogaraju S (2013). Molecular basis of tubulin transport within the cilium by IFT74 and IFT81. Science.

[17] Kubo T (2016). Together, the IFT81 and IFT74 N-termini form the main module for intraflagellar transport of tubulin. J. Cell Sci..

[18] Pazour GJ, Agrin N, Leszyk J, Witman GB (2005). Proteomic analysis of a eukaryotic cilium. J. Cell Biol..

[19] Ma M (2019). Structure of the decorated ciliary doublet microtubule. Cell.

[20] Zhang Y (2019). Vertebrate Dynein-f depends on Wdr78 for axonemal localization and is essential for ciliary beat. J. Mol. Cell Biol..

[21] Jung H, Yoon BC, Holt CE (2012). Axonal mRNA localization and local protein synthesis in nervous system assembly, maintenance and repair. Nat. Rev. Neurosci..

[22] Jackson RJ, Hellen CU, Pestova TV (2010). The mechanism of eukaryotic translation initiation and principles of its regulation. Nat. Rev. Mol. Cell Biol..

[23] Zheng J (2019). Microtubule-bundling protein Spef1 enables mammalian ciliary central apparatus formation. J. Mol. Cell Biol..

[24] Liu H (2021). Wdr47, Camsaps, and Katanin cooperate to generate ciliary central microtubules. Nat. Commun..

[25] Kanaji S, Iwahashi J, Kida Y, Sakaguchi M, Mihara K (2000). Characterization of the signal that directs Tom20 to the mitochondrial outer membrane. J. Cell Biol..

[26] Anger AM (2013). Structures of the human and Drosophila 80S ribosome. Nature.

[27] Damas-Souza DM, Nunes R, Carvalho HF (2019). An improved acridine orange staining of DNA/RNA. Acta Histochem..

[28] Eddaoudi A, Canning SL, Kato I (2018). Flow cytometric detection of G0 in live cells by Hoechst 33342 and Pyronin Y staining. Methods Mol. Biol..

[29] Raj A, van den Bogaard P, Rifkin SA, van Oudenaarden A, Tyagi S (2008). Imaging individual mRNA molecules using multiple singly labeled probes. Nat. Methods.

[30] Diot C, Chin A, Lecuyer E (2017). Optimized FISH methods for visualizing RNA localization properties in Drosophila and human tissues and cultured cells. Methods.

[31] Nathans D (1964). Puromycin inhibition of protein synthesis: incorporation of puromycin into peptide chains. Proc. Natl Acad. Sci. USA.

[32] Schmidt EK, Clavarino G, Ceppi M, Pierre P (2009). SUnSET, a nonradioactive method to monitor protein synthesis. Nat. Methods.

[33] Rangaraju V, Lauterbach M, Schuman EM (2019). Spatially stable mitochondrial compartments fuel local translation during plasticity. Cell.

[34] Mardakheh FK (2015). Global analysis of mRNA, translation, and protein localization: local translation is a key regulator of cell protrusions. Dev. Cell.

[35] Enam SU (2020). Puromycin reactivity does not accurately localize translation at the subcellular level. eLife.

[36] Anderson RG (1974). Isolation of ciliated or unciliated basal bodies from the rabbit oviduct. J. Cell Biol..

[37] Yang TT (2015). Superresolution pattern recognition reveals the architectural map of the ciliary transition zone. Sci. Rep..

[38] Yang TT (2018). Super-resolution architecture of mammalian centriole distal appendages reveals distinct blade and matrix functional components. Nat. Commun..

[39] Mitchell SF, Parker R (2014). Principles and properties of eukaryotic mRNPs. Mol. Cell.

[40] Xu Y (2015). Characterization of tetratricopeptide repeat-containing proteins critical for cilia formation and function. PLoS ONE.

[41] Graber TE (2017). UPF1 governs synaptic plasticity through association with a STAU2 RNA granule. J. Neurosci..

[42] West JA (2016). Structural, super-resolution microscopy analysis of paraspeckle nuclear body organization. J. Cell Biol..

[43] Schmidt-Zachmann MS, Nigg EA (1993). Protein localization to the nucleolus: a search for targeting domains in nucleolin. J. Cell Sci..

[44] Cho SY (2011). Interaction between the RNA binding domains of Ser-Arg splicing factor 1 and U1-70K snRNP protein determines early spliceosome assembly. Proc. Natl Acad. Sci. USA.

[45] Kim TH (2019). Phospho-dependent phase separation of FMRP and CAPRIN1 recapitulates regulation of translation and deadenylation. Science.

[46] Laggerbauer B, Ostareck D, Keidel EM, Ostareck-Lederer A, Fischer U (2001). Evidence that fragile X mental retardation protein is a negative regulator of translation. Hum. Mol. Genet..

[47] Ascano M (2012). FMRP targets distinct mRNA sequence elements to regulate protein expression. Nature.

[48] Boutin C (2014). A dual role for planar cell polarity genes in ciliated cells. Proc. Natl Acad. Sci. USA.

[49] Wong M, Munro S (2014). The specificity of vesicle traffic to the Golgi is encoded in the golgin coiled-coil proteins. Science.

[50] Tom Dieck S (2015). Direct visualization of newly synthesized target proteins in situ. Nat. Methods.

[51] Cioni JM (2019). Late endosomes act as mRNA translation platforms and sustain mitochondria in axons. Cell.

[52] Song L, Dentler WL (2001). Flagellar protein dynamics in Chlamydomonas. J. Biol. Chem..

[53] Stephens RE (1994). Tubulin and tektin in sea urchin embryonic cilia: pathways of protein incorporation during turnover and regeneration. J. Cell Sci..

[54] Marshall WF, Rosenbaum JL (2001). Intraflagellar transport balances continuous turnover of outer doublet microtubules: implications for flagellar length control. J. Cell Biol..

[55] Stephens RE (1999). Turnover of tubulin in ciliary outer doublet microtubules. Cell Struct. Funct..

[56] Stephens RE (1996). Selective incorporation of architectural proteins into terminally differentiated molluscan gill cilia. J. Exp. Zool..

[57] Kubo T, Hou YQ, Cochran DA, Witman GB, Oda T (2018). A microtubule-dynein tethering complex regulates the axonemal inner dynein f (I1). Mol. Biol. Cell.

[58] Drew K (2020). A systematic, label-free method for identifying RNA-associated proteins in vivo provides insights into vertebrate ciliary beating machinery. Dev. Biol..

[59] Hafner A-S, Donlin-Asp PG, Leitch B, Herzog E, Schuman EM (2019). Local protein synthesis is a ubiquitous feature of neuronal pre- and postsynaptic compartments. Science.

[60] Shigeoka T (2016). Dynamic axonal translation in developing and mature visual circuits. Cell.

[61] Rajaratnam A (2017). Fragile X syndrome and fragile X-associated disorders. F1000Res..

[62] Sitzmann AF, Hagelstrom RT, Tassone F, Hagerman RJ, Butler MG (2018). Rare FMR1 gene mutations causing fragile X syndrome: a review. Am. J. Med. Genet. A.

[63] Simon MJ, Iliff JJ (2016). Regulation of cerebrospinal fluid (CSF) flow in neurodegenerative, neurovascular and neuroinflammatory disease. Biochim. Biophys. Acta.

[64] Lun MP, Monuki ES, Lehtinen MK (2015). Development and functions of the choroid plexus-cerebrospinal fluid system. Nat. Rev. Neurosci..

[65] Shen MD (2018). Cerebrospinal fluid and the early brain development of autism. J. Neurodev. Disord..

[66] Lee AD (2007). 3D pattern of brain abnormalities in Fragile X syndrome visualized using tensor-based morphometry. Neuroimage.

[67] Reiss AL, Aylward E, Freund LS, Joshi PK, Bryan RN (1991). Neuroanatomy of Fragile-X-Syndrome—the Posterior-Fossa. Ann. Neurol..

[68] Lee B, Panda S, Lee HY (2020). Primary ciliary deficits in the dentate gyrus of fragile X syndrome. Stem Cell Rep..

[69] Delgehyr N (2015). Ependymal cell differentiation, from monociliated to multiciliated cells. Methods Cell Biol..

[70] Zhao H (2019). Parental centrioles are dispensable for deuterosome formation and function during basal body amplification. EMBO Rep..

[71] Zhu L, Liu H, Chen Y, Yan X, Zhu X (2019). Rsph9 is critical for ciliary radial spoke assembly and central pair microtubule stability. Biol. Cell.

[72] Trapnell C (2010). Transcript assembly and quantification by RNA-Seq reveals unannotated transcripts and isoform switching during cell differentiation. Nat. Biotechnol..

[73] Hoffman DB, Pearson CG, Yen TJ, Howell BJ, Salmon ED (2001). Microtubule-dependent changes in assembly of microtubule motor proteins and mitotic spindle checkpoint proteins at PtK1 kinetochores. Mol. Biol. Cell.

[74] Ma J (2019). iProX: an integrated proteome resource. Nucleic Acids Res.

# Supplementary material for: Cilia locally synthesize proteins to sustain their ultrastructure and functions
**Source:** Nat Commun. 2021 Nov 30;12:6971. doi: 10.1038/s41467-021-27298-1
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary Information

Cilia locally synthesize proteins to sustain their ultrastructure and functions

Kai Hao^{1,2}, Yawen Chen^{1,2}, Xiumin Yan^{4*}, and Xueliang Zhu^{1,2,3,*}

Running title: Local protein synthesis in cilia

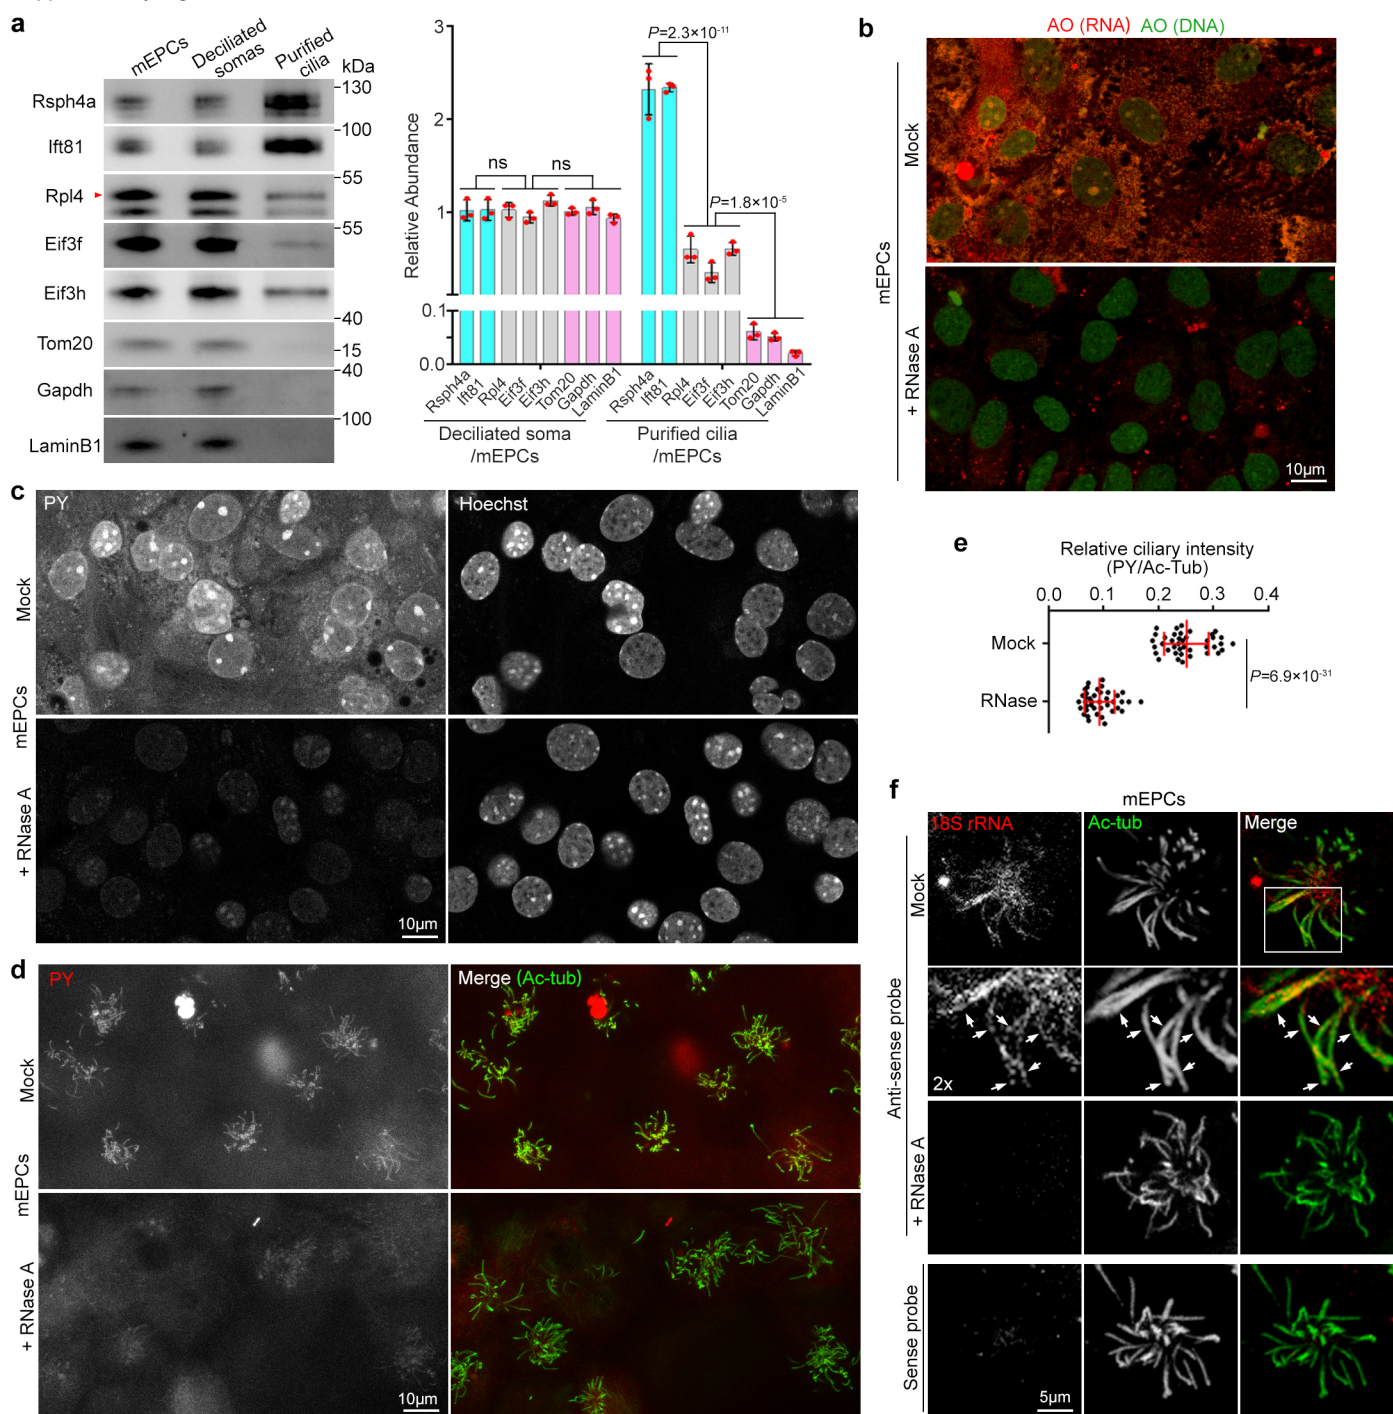

Supplementary Figure 1. Ependymal multicilia contain ribosomal components and RNA (related to Fig. 1).

Day-10 mEPCs were used in the experiments. **(a)** Rpl4, Eif3f, and Eif3h were enriched in purified ependymal multicilia. Ependymal cilia were purified as illustrated in Figure 1a. Equal amount of total proteins from the indicated fractions was loaded in each lane for immunoblotting. Rsp4a and Ift81 served as ciliary markers, whereas Tom20, Gapdh, and LaminB1 were used as markers to assess contaminations from the mitochondrion, cytosol, and nucleus, respectively. Band intensities relative to those of intact mEPCs were measured from three sets of independent immunoblotting results and are presented as mean $\pm$ s.d. Two tailed student's t test: ns, no significance. **(b)** Confocal micrographs of AO-staining, imaged at the plane of nuclei. mEPCs were fixed with 4% paraformaldehyde (PFA) at 4°C, treated with just PBS (mock) or 100 µg/ml RNase A in PBS for 30 min at 37°C, and subjected to AO staining. Note that only the red fluorescence for RNA was sensitive to RNase. **(c)** Pyronin Y (PY) preferably recognized RNA. mEPCs were fixed with 4% PFA, permeabilized with 0.5% Triton X-100, and treated PBS or RNase A as in **(b)**. The cells were then stained with PY and Hoechst33342, a DNA-specific dye. Confocal imaging was performed at the plane of nuclei. Note that the RNase treatment removed most fluorescent signals, leaving only weak DNA fluorescence in the nuclei. **(d)** Multicilia displayed prominent PY-staining. mEPCs treated as in **(c)** were stained with PY, followed by immunostaining to label Ac-tub. Note that the multiciliary PY signals were sensitive to the RNase treatment. **(e)** Relative fluorescent intensities of ciliary PY. 40 multiciliated mEPCs were measured in each condition. For each cell, total ciliary fluorescent intensity of PY was quantified and normalized to that of Ac-Tub. The bars and errors represent mean $\pm$ s.d. Two tailed student's t test. **(f)** Ependymal cilia contained 18S rRNA (arrows). mEPCs treated as shown were subjected to FISH to detect 18S rRNA. Ac-tub served as ciliary marker. The framed area was magnified to show details.

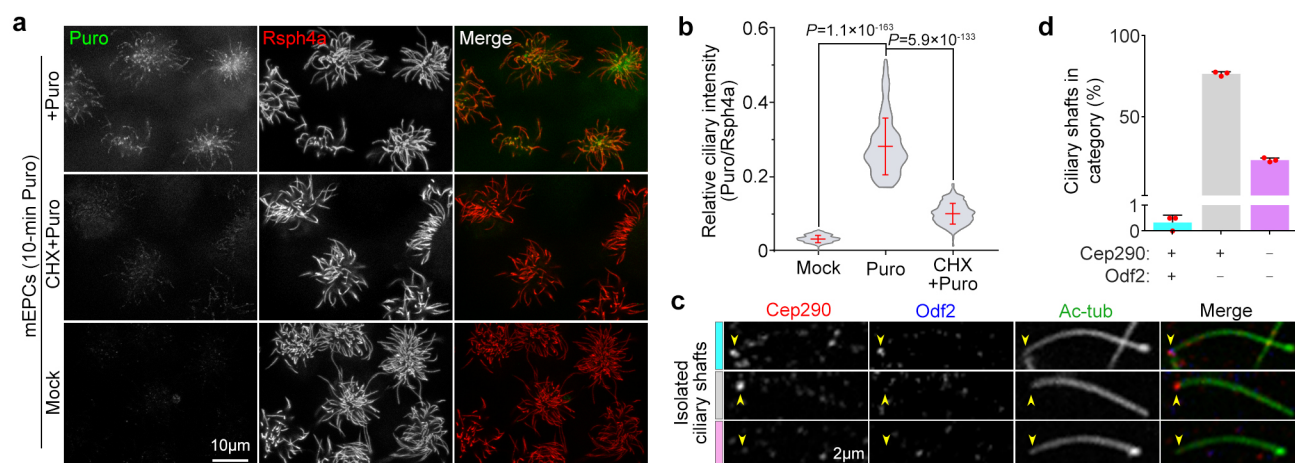

Supplementary Figure 2. Detection of puromycylated peptides in ependymal multicilia and characterization of isolated ciliary shafts (related to Fig. 3).

(a, b) Detection of protein translation-dependent Puro IF signals in multicilia. Day-10 mEPCs were pulse-labeled with Puro for 10 min with or without CHX and then processed for confocal imaging **(a)**. Mock-treated cells served as negative control. Rsph4a served as multiciliary marker. Relative IF intensities of ciliary Puro **(b)** were pooled from three independent experiments. 100 multiciliated mEPCs were measured in each experiment and condition. For each cell, the total ciliary IF intensity of Puro was normalized to that of Rsph4a. The bars and errors in the violin plots represent mean $\pm$ s.d. Two tailed student's t test. **(c, d)** Characterization of isolated ciliary shafts. Ciliary shafts prepared as illustrated in Figure 3g were immunostained for Ac-tub, Cep290, and Odf2 to visualize ciliary axoneme, TZ, and basal body, respectively **(c)**. Arrowheads point to the ciliary base. Statistical results **(d)**, presented as mean + s.d., were from three independent experiments. 200 ciliary shafts were scored in each experiment and condition.

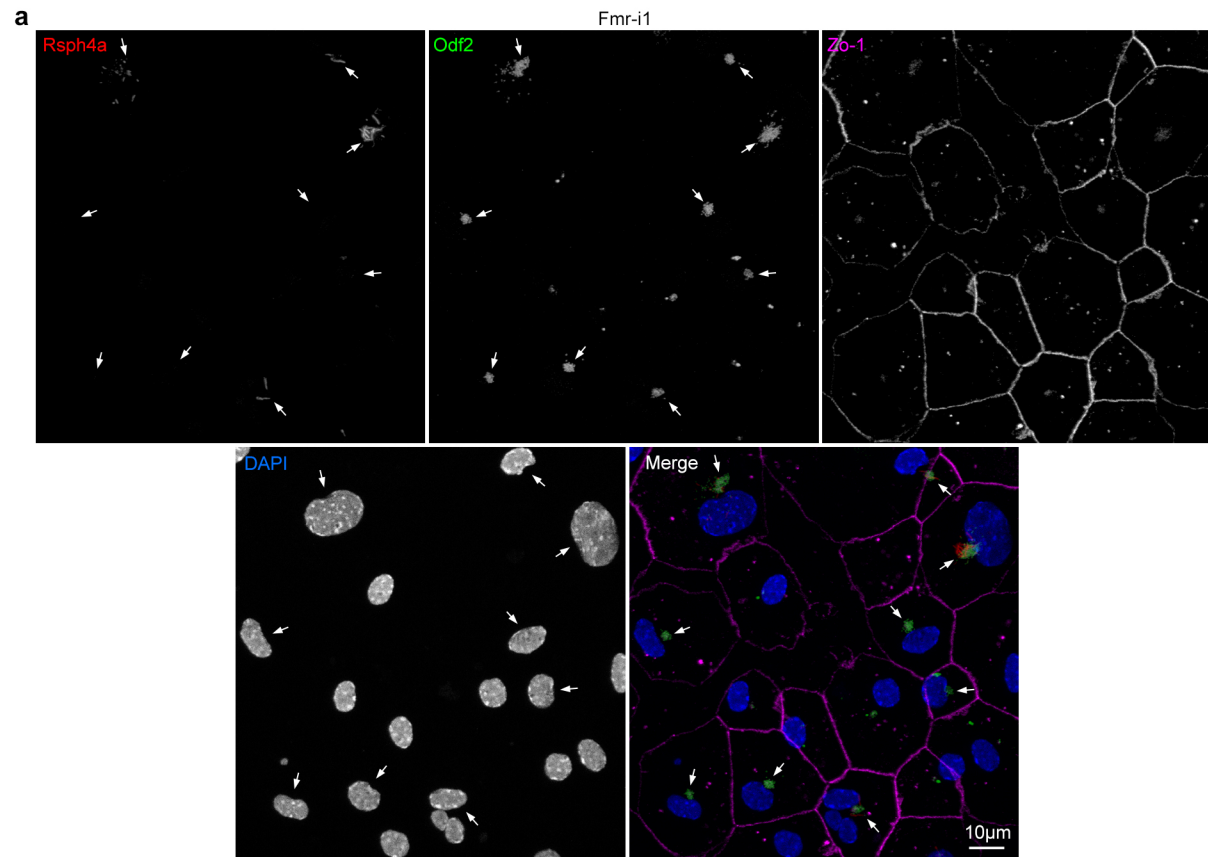

Supplementary Figure 3. Multicilia degeneration in FMRP-depleted mEPCs is not due to cell death (related to Fig. 5). mEPCs transfected with Fmr-i1 as in Figure 5a were fixed at day 12 and immunostained. Rsph4a, Odf2, Zo-1, and DAPI respectively labeled cilia, basal bodies, tight junctions, and nuclei. Arrows point to the basal body cluster and nucleus of multiciliated cells. Note that axonemes were completely lost in several multiciliated cells.

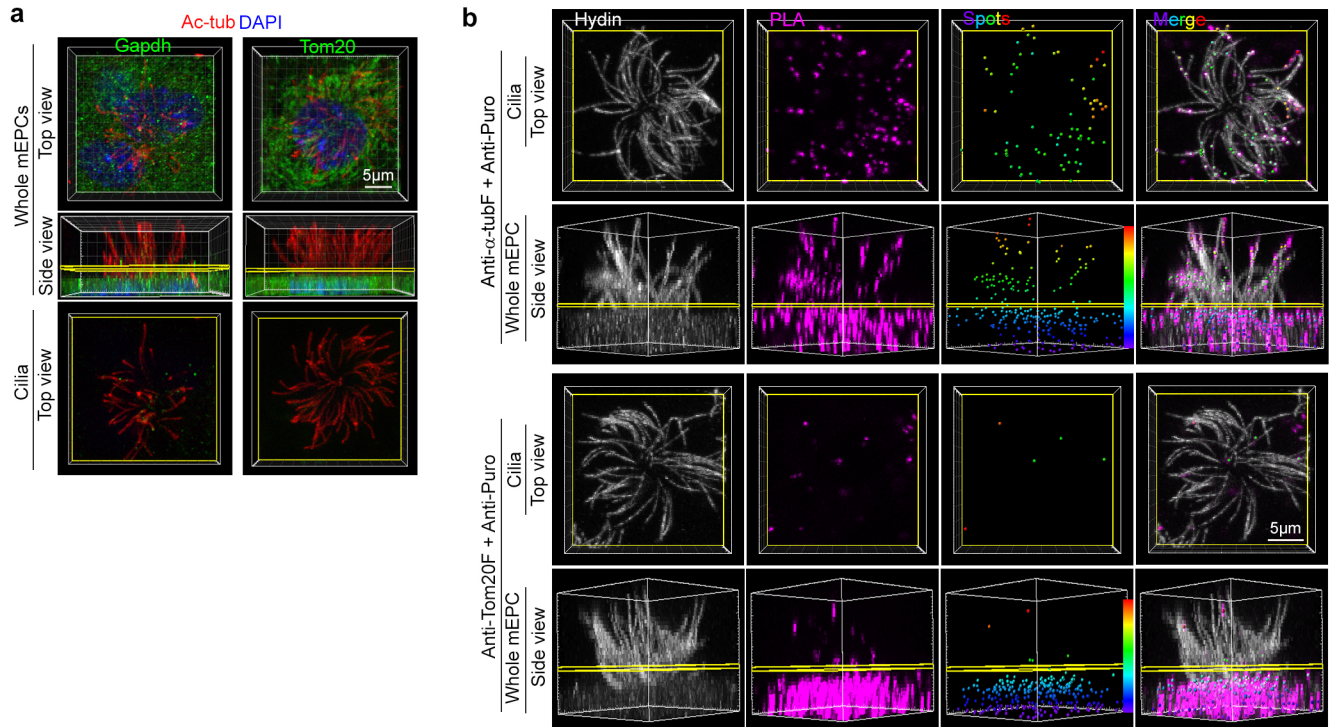

Supplementary Figure 4. Ependymal multicilia locally synthesize α -tubulin but not Tom20 (related to Fig. 8e,f).

(a) Gapdh and Tom20 were rarely detected in multicilia. mEPCs at day 10 were immunostained to visualize Gapdh or Tom20. Ac-tub served as ciliary marker. Nuclear DNA was counterstained with DAPI. The top and middle panels are top and side views of 3D-reconstructed whole mEPCs. The bottom panels show respective top views for the ciliary region (above the yellow planes of the whole mEPCs). (b) Representative 3D-reconstructed images showing PLA signals from anti- α -tubF/anti-Puro and anti-Tom20F/anti-Puro pairs, respectively. Puro labeling was performed for 10 min, followed by PLA. Hydin served as ciliary marker. The bottom panels of each set of images show side views of PLA signals, software-generated color-coded PLA spots along the z-axis for statistical analyses¹, and their merged image with the Hydin channel. The corresponding top panels show top views for the ciliary region (above the yellow planes of the whole mEPCs). See Figure 8f for quantification results.

Supplementary Table 1: List of 36 FMRP regulated ciliary mRNA candidates

Gene_ID	Gene Symbol	GO class based on AmiGO 2	Function
ENSMUSG00000000838	Fmr1	ciliary shaft	
ENSMUSG00000072235	Tuba1a	axoneme	α -Tubulin isoform
ENSMUSG00000045136	Tubb2b	axoneme	β -tubulin isoform
ENSMUSG00000062380	Tubb3	axoneme	β -tubulin isoform
ENSMUSG00000062591	Tubb4a	axoneme	β -tubulin isoform
ENSMUST00000069614	Dcdc2a	axoneme	microtubule regulator ²
ENSMUST00000033642	Dcx	axoneme	microtubule regulator ³
ENSMUST00000151641	Ttll9	axoneme	tubulin polyglutamylase ⁴
ENSMUST00000030951	Ttll10	axoneme	tubulin glycyclase ⁵
ENSMUSG00000021879	Dnah12	axoneme	dynein arm subunit ⁶
ENSMUSG00000042707	Dnali1	axoneme	dynein arm subunit ⁶
ENSMUST00000058479	Drc7	axoneme	dynein-docking subunit ⁷
ENSMUST00000092684	Ttc25	axoneme	dynein-docking subunit ⁸
ENSMUSG00000006464	Bbs1	axoneme	IFT subunit ⁹
ENSMUSG00000016637	Ift27	axoneme	IFT subunit ⁹
ENSMUSG00000017858	Ift52	axoneme	IFT subunit ⁹
ENSMUST00000135973	Armc9	ciliary tip	ciliary stability ¹⁰
ENSMUST00000106227	Cep131	ciliary transition zone	multiciliary assembly ¹¹
ENSMUST00000059319	Tmem17	ciliary transition zone	Ciliary gate ¹²
ENSMUST00000135252	Cfap69	axoneme/motile cilium	flagellum assembly ¹³
ENSMUST00000154516	Dnajb13	axoneme	axoneme formation ¹⁴
ENSMUST00000173867	Cct4	cilium	
ENSMUST00000102729	Eps15	ciliary membrane	
ENSMUST00000018711	Gabarap	axoneme	
ENSMUST00000147839	Iqce	ciliary membrane	
ENSMUST00000106407	Rabep2	axoneme	
ENSMUST00000052521	Gas2l2	ciliary basal body	
ENSMUST00000148350	Fbf1	ciliary transition fiber	
ENSMUST00000106591	Agbl4	ciliary basal body	
ENSMUST00000110224	Ttll5	ciliary basal body	
ENSMUST00000048309	Camsap2	ciliary basal body	
ENSMUST00000038842	Ppp1r32	ciliary basal body	
ENSMUST00000028342	Ssna1	ciliary basal body	
ENSMUST00000094156	Fam183b	ciliary basal body	
ENSMUST00000037397	Cep126	ciliary base	
ENSMUST00000021287	Cfap52	ciliary basal body	

Supplementary Table 2: List of primers for cloning

Plasmids	5'-Sequence-3'		Restriction Sites
	Forward Primer	Reverse Primer	
pLV-GFP-RPS3 (<i>Mus musculus</i>)	GGACTCAGATCTCGAAT<br>GGCGGTGCAGATTTC	GAAGCTTGAGCTCGATT<br>ATGCTGTAGGCACTGGC	Xho I
pLV-GFP-RPL11 (<i>Mus musculus</i>)	GGACTCAGATCTCGAAT<br>GGCGCAAGATCAAG	GAAGCTTGAGCTCGATT<br>ATTTTCAGGAAGGATG	Xho I
pLV-Centrin1-GFP (<i>Mus musculus</i>)	CCGTCAGATCCGCTAGC<br>ATGGCGTCCACCTTC	CATGGTGGCGACCGGAT<br>AAAGGTTGGTCTTTTTC<br>ATGAT	Nhe I/Age I
pcDNA3.0-18s rRNA (490-1489nt) (<i>Mus musculus</i>)	TCTAGATGCATGCTCGA<br>GACCCACTCCCGAC	ACCGAGCTCGGATCCTG<br>TTATTGCTCAATCTCGG<br>G	Xho I/<br>BamH I
pLV-GFP-eIF3d (<i>Mus musculus</i>)	GGACTCAGATCTCGAAT<br>GGCGAAGTTCATGACA	GAAGCTTGAGCTCGATT<br>AAGTTTCTTCTCTTCCT	Xho I
pLV-GFP-eIF3h (<i>Mus musculus</i>)	GGACTCAGATCTCGAAT<br>GGCGTCGCGCAAG	GAAGCTTGAGCTCGATT<br>AATTATTGTATTCTTGAA<br>GAGCC	Xho I
pLV-GFP-eIF3m (<i>Mus musculus</i>)	GGACTCAGATCTCGAAT<br>GAGCGTCCCGGC	GAAGCTTGAGCTCGATC<br>AGGTATCTGAAAGACTC<br>AAAAGG	Xho I
pLV-GFP-FMRP (<i>Mus musculus</i>)	GGACTCAGATCTCGAAT<br>GGAGGAGCTGGTGGTG<br>GA	GAAGCTTGAGCTCGATT<br>AGGGTACTCCATTACCC<br>AGCG	Xho I
pLV-GFP-mtFMRP (<i>Mus musculus</i>)	CTCAAGCTTCGAATTCG<br>TTCCAGCGGTAGAAATC<br>ACCCAC	GTCGACTGCAGAATTC<br>AAGACCGTGGCAGGAG<br>CT	EcoR I
pYr1.1-GFP-FMRP (<i>Mus musculus</i>)	GGTGGCGCTACCGGTAT<br>GGTGAGCAAGGGC	ATCTAGATCCGGTGGAT<br>CTCGAGTTAGGGTACTC<br>CATTCACCA	Age I/Xho I
pYr1.1-GFP-mtFMRP (<i>Mus musculus</i>)	GGTGGCGCTACCGGTAT<br>GGTGAGCAAGGGC	ATCTAGATCCGGTGGAT<br>CTCGAGTCAAGACCGTG<br>GCAG	Age I/Xho I
pYr1.1-Centrin1-GFP (<i>Mus musculus</i>)	AACCGTCAGATCCGCTA<br>GCATGGCGTCCACCTTC	ATCTAGATCCGGTGGAT<br>CTCGAGTTACTTGTACA<br>GCTCGTCC	Nhe I/Xho I

Supplementary Table 3: List of antibodies for immunoblotting (IB) and immunofluorescence (IF)

Primary antibodies					
Antigen	Species	Supplier	Catalog	Dilute	
				IB	IF
Rsph4a	rabbit	home-made		1:1000	1:400
IFT81	rabbit	Proteintech	11744-1-AP	1:1000	
RPL4	rabbit	Proteintech	11302-1-AP	1:1000	
eIF3d	mouse	Santa Cruz	sc-271516	1:1000	
eIF3f	rabbit	Bethyl	A303-005A	1:1000	1:200
eIF3h	rabbit	Cell signaling	3413	1:1000	1:200
Tom20	rabbit	Proteintech	11802-1-AP	1:1000	1:200
Gapdh	rabbit	Abcam	ab181603	1:1000	1:200
LaminB1	rabbit	Proteintech	12987-1-AP	1:1000	
RPL10A	rabbit	Proteintech	16681-1-AP		1:200
RPL11	rabbit	Proteintech	16277-1-AP		1:200
RPS3	rabbit	Proteintech	11990-1-AP		1:200
Acetylated Tubulin	mouse	Sigma-Aldrich	T6793	1:1000	1:1000
eIF3b	goat	Santa Cruz	sc-16377		1:200
eIF3m	rabbit	home-made			1:200
eIF4E	rabbit	Cell signaling	2067		1:200
eIF4G	rabbit	Cell signaling	2498		1:200
Puromycin	mouse	Merk Millipore	MABE343		1:200
Digoxigenin	sheep	Roche	11333089001		1:200
Odf2	guinea pig	home-made			1:200
Cep290	rabbit	home-made			1:200
FMRP	rabbit	Abcam	ab17722	1:1000	1:1000
Hydin	guinea pig	home-made			1:200
Cep164	rabbit	home-made			1:200
Zo-1	mouse	ThermoFisher	33-9100		1:1000
GFP	rabbit	MBL International	598	1:1000	
α -tubulin	rabbit	Proteintech	11224-1-AP		1:800
α -tubulin(C-terminal)	rabbit	Abcam	ab15246		1:100
β -Tubulin	rabbit	Abcam	ab155311		1:200
Secondary antibodies					
Name	Conjugates	Species	Supplier	Catalog	Dilute
anti-Mouse IgG (H+L)	HRP	goat	ThermoFisher	G-21040	1:1000
anti-Rabbit IgG (H+L)	HRP	goat	ThermoFisher	G-21234	1:1000
anti-Mouse IgG (H+L)	Alexa Fluor 405	goat	ThermoFisher	A-31553	1:500

anti-Mouse IgG (H+L)	Alexa Fluor 488	donkey	ThermoFisher	A-21202	1:1000
anti-Rabbit IgG (H+L)	Alexa Fluor 488	donkey	ThermoFisher	A-21206	1:1000
anti-Guinea Pig IgG (H+L)	Alexa Fluor 488	donkey	Jackson ImmunoResearch	706-545-148	1:500
anti-Rabbit IgG (H+L)	Cy3	donkey	Jackson ImmunoResearch	711-165-152	1:1000
anti-Guinea Pig IgG (H+L)	Cy3	donkey	Jackson ImmunoResearch	706-165-148	1:1000
anti-Goat IgG (H+L)	Alexa Fluor 546	donkey	ThermoFisher	A-11056	1:1000
anti-Sheep IgG (H+L)	Alexa Fluor 546	donkey	ThermoFisher	A-21098	1:1000
anti-Mouse IgG (H+L)	Alexa Fluor 647	donkey	ThermoFisher	A-31571	1:1000
anti-Rabbit IgG (H+L)	Alexa Fluor 647	goat	ThermoFisher	A-21245	1:1000
anti-Guinea Pig IgG (H+L)	Alexa Fluor 647	donkey	Jackson ImmunoResearch	706-605-148	1:1000
anti-Mouse IgG (H+L)	PLA ^{minus} probe	donkey	Sigma-Aldrich	DUO92004	1:5
anti-Rabbit IgG (H+L)	PLA ^{plus} probe	donkey	Sigma-Aldrich	DUO92002	1:5

Supplementary Table 4: List of probes for smFISH

Ribo α -Tubulin smFISH Probe Mix		
Target	CDS of Tuba1a, Tuba1b, Tuba1c	
Fluorophore	Cy3	
5'-Sequence-3'	AATGGTCTTGTCACCTTGGCA	ATGTCGAGGTTTCTACGACA
	GTTGAAGGAGTCATCTCCTC	CCATCAAATCTGAGGGAAGC
	CTCCTGTCTCACTGAAGAAG	TGTCAGATCAACATTCAGGG
	TTCCAGGTCTACGAACACTG	AGATGACAGGGGCATAAGTG
	GGGCTGGGTAAATGGAGAAC	AACTTGTGATCTAGGCGAGC
	AGGATGGAATTGTAGGGCTC	ACGCTTGGCATAACATCAGAT
Ribo β -Tubulin smFISH Probe Mix		
Target	CDS of Tubb2a, Tubb2b	
Fluorophore	Cy3	
5'-Sequence-3'	CTGATCTTGCTGATGAGCAG	ACATGCGGCCACGGAAAATG
	TTCATGATGCGGTCTGGGTA	AAGTAGCTGCTGTTCTTGTT
	TGAGGGCATGACGCTGAAGG	TCTTGACGTTGTTGGGGATC
	ACTGAGAGGGTGGCATTATA	CGAGGAGGGATGTCACACAC
	TGACACCAGGTGGTTGAGAT	ATGAAGGTGGCTGACATCTT
	GAATGGCACCATGTTACGG	GAGATGCGCTTGAACAGCTC
	TGGCATGAAGAAGTGCAGGC	CGTGTACCAGTGCAGGAAAG
	GGCTGGTCAGAGGTGCAAAG	AGGTCATTCATGTTGCTCTC
	TCGAACATCTGCTGGGTCAG	GTA CTGCTGGTACTCAGACA
	AGGCAGCCATCATGTTCTTG	AGTGAGTGGGTCAGCTGGAA

Supplementary Reference

1. Cioni JM, *et al.* Late Endosomes Act as mRNA Translation Platforms and Sustain Mitochondria in Axons. *Cell* **176**, 56-72 e15 (2019).
2. Grati M, *et al.* A missense mutation in DCDC2 causes human recessive deafness DFNB66, likely by interfering with sensory hair cell and supporting cell cilia length regulation. *Hum Mol Genet* **24**, 2482-2491 (2015).
3. Moores CA, Perderiset M, Francis F, Chelly J, Houdusse A, Milligan RA. Mechanism of microtubule stabilization by doublecortin. *Mol Cell* **14**, 833-839 (2004).
4. Konno A, *et al.* Ttl9^{-/-} mice sperm flagella show shortening of doublet 7, reduction of doublet 5 polyglutamylation and a stall in beating. *J Cell Sci* **129**, 2757-2766 (2016).
5. Ikegami K, Setou M. TTLL10 can perform tubulin glycylation when co-expressed with TTLL8. *FEBS Lett* **583**, 1957-1963 (2009).
6. King SM. Axonemal Dynein Arms. *Cold Spring Harb Perspect Biol* **8**, a028100 (2016).
7. Morohoshi A, *et al.* Nexin-Dynein regulatory complex component DRC7 but not FBXL13 is required for sperm flagellum formation and male fertility in mice. *PLoS Genet* **16**, e1008585 (2020).
8. Wallmeier J, *et al.* TTC25 Deficiency Results in Defects of the Outer Dynein Arm Docking Machinery and Primary Ciliary Dyskinesia with Left-Right Body Asymmetry Randomization. *Am J Hum Genet* **99**, 460-469 (2016).
9. Ishikawa H, Marshall WF. Intraflagellar Transport and Ciliary Dynamics. *Cold Spring Harb Perspect Biol* **9**, a021998 (2017).
10. Latour BL, *et al.* Dysfunction of the ciliary ARMC9/TOGARAM1 protein module causes Joubert syndrome. *J Clin Invest* **130**, 4423-4439 (2020).
11. Zhao H, *et al.* Fibrogranular materials function as organizers to ensure the fidelity of multiciliary assembly. *Nat Commun* **12**, 1273 (2021).
12. Garcia-Gonzalo FR, Reiter JF. Open Sesame: How Transition Fibers and the Transition Zone Control Ciliary Composition. *Cold Spring Harb Perspect Biol* **9**, a028134 (2017).
13. Dong FN, *et al.* Absence of CFAP69 Causes Male Infertility due to Multiple Morphological Abnormalities of the Flagella in Human and Mouse. *Am J Hum Genet* **102**, 636-648 (2018).
14. El Khouri E, *et al.* Mutations in DNAJB13, Encoding an HSP40 Family Member, Cause Primary Ciliary Dyskinesia and Male Infertility. *Am J Hum Genet* **99**, 489-500 (2016).

# Supplementary material for: Cilia locally synthesize proteins to sustain their ultrastructure and functions
**Source:** Nat Commun. 2021 Nov 30;12:6971. doi: 10.1038/s41467-021-27298-1
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

File Name: Supplementary Data 1

Description: RNA deep sequencing results of multicilia purified respectively from Ctrl-i- and Fmr-i1-treated mEPC

File Name: Supplementary Movie 1

Description: Multicilia degeneration of Fmr-i1-treated mEPCs (related to Fig. 5f). mEPCs were treated and live imaged as described in Figure 5e. z-stack images of representative cells at each time point were 2D projected and assembled into a time-lapse movie playing back at 12 frames per sec (fps). Time stamps are in the format of hours: minutes. Centrin1-GFP and siR-tub labeled basal bodies and ciliary axonemes, respectively. Representative frames are shown in Figure 5f.

File Name: Supplementary Movie 2

Description: Distribution of punctate PLA fluorescent signals (red) of puromycylated -tubulin peptides along multicilia (blue) (related to Figure 8c). Day-10 mEPCs were subjected to PLA with anti- α -tubF and anti-Puro antibodies and imaged at 0.5- μ m intervals. Hydin (blue) served as ciliary marker. The ciliary region of a representative cell was 3D-reconstructed by using Imaris (Bitplane). 2D-projected images of the same cell is also shown in Figure 8c.

# Supplementary material for: Cilia locally synthesize proteins to sustain their ultrastructure and functions
**Source:** Nat Commun. 2021 Nov 30;12:6971. doi: 10.1038/s41467-021-27298-1
**Supplement:** Supplementary file 7 — Reporting Summary

Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided
Only common tests should be described solely by name; describe more complex techniques in the Methods section.
- ☐ ☒ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted
Give P values as exact values whenever suitable.
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

- Data collection Images were collected on Leica TCS SP8 WLL system, GE DeltaVision OMX SR Imaging system and Olympus SpinSR10 spinning disk system.
- Data analysis Data were analyzed using Adobe photoshop(Creative Cloud,2015), Lecia Application Suite X(LAS X), Fiji(Automatic updated), Bitplane Imaris(Version 7.6.5), cellSens Dimension, SoftWoRX(Version 7.0) and Graphpad Prism(Version 8.3.0). The cleaned reads were mapped to the mouse reference genome using Hist (Version 2.0.1). The FPKM values were calculated by Cuffdiff (Version 2.2.1).

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

The Ciliary RNA-Seq datasets generated and analyzed during the current study have been deposited in the GEO (Gene Expression Omnibus) with the accession codes: GSE179935 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE179935>]. Raw data of proteomic analysis results (Fig. 1b and 4a) have been deposited to the ProteomeXchange Consortium via the iProX partner repository with the accession code (PXD029174) [<https://www.iprox.cn//page/SCV017.html?query=PXD029174>]. Fig 7c, Source data, including uncropped immunoblots, are provided with this paper.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	Sample sizes were not predetermined with any statistical method and they were chosen dependent on availability and general guideline to meet requirements for statistical analyses.
Data exclusions	No data were excluded for the analyses.
Replication	Reproducibility was confirmed. The number of independent experiments is described in the figure legends.
Randomization	In our experimental design, we ensured that similar numbers of cells were randomly assigned to each group and subjected to each treatment that we tested. We imaged cells from multiple randomly-chosen fields in each experiment. For statistics, all cells in the chosen fields were scored.
Blinding	To avoid mistake, we clearly marked all the image data for all the samples in our experiments. Therefore, no blinding has been used in this study.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☐	☒ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☐	☒ Animals and other organisms
☒	☐ Human research participants
☒	☐ Clinical data
☒	☐ Dual use research of concern

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☒	☐ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used

The source, identifier and dilution information of all antibodies used in this work were listed in supplementary Table 3.

Commercial Primary antibodies:

Antigen Species Supplier Cat. # IB IF

IFT81 rabbit Proteintech 11744-1-AP 1:1000

RPL4 rabbit Proteintech 11302-1-AP 1:1000

eIF3d mouse Santa Cruz sc-271516 1:1000

eIF3f rabbit Bethyl A303-005A 1:1000 1:200

eIF3h rabbit Cell signaling 3413 1:1000 1:200

Tom20 rabbit Proteintech 11802-1-AP 1:1000 1:200

Gapdh rabbit Abcam ab181603 1:1000 1:200

LaminB1 rabbit Proteintech 12987-1-AP 1:1000

RPL10A rabbit Proteintech 16681-1-AP 1:200

RPL11 rabbit Proteintech 16277-1-AP 1:200

RPS3 rabbit Proteintech 11990-1-AP 1:200

Acetylated Tubulin mouse Sigma-Aldrich T6793 1:1000 1:1000

eIF3b goat Santa Cruz sc-16377 1:200

eIF4E rabbit Cell signaling 2067 1:200

eIF4G rabbit Cell signaling 2498 1:200

Puromycin mouse Merk Millipore MABE343 1:200

FMRP rabbit Abcam ab17722 1:1000 1:1000

Zo-1 mouse ThermoFisher 33-9100 1:1000

GFP rabbit MBL International 598 1:1000
 α -tubulin rabbit Proteintech 11224-1-AP 1:800
 α -tubulin(C-terminal) rabbit Abcam ab15246 1:100
 β -Tubulin rabbit Abcam ab155311 1:200
 Home-made primary antibodies:
 RspH4a rabbit 1:1000(IF) 1:400 (IF)
 eIF3m rabbit 1:200 (IF)
 Odf2 guinea pig 1:200 (IF)
 Cep290 rabbit 1:200 (IF)
 Cep164 rabbit 1:200 (IF)
 Hydin guinea pig 1:200 (IF)

Secondary antibodies:

Name	Supplier	Cat. #	Dilute
goat anti-Mouse IgG (H+L) HRP	ThermoFisher	G-21040	1:1000
goat anti-Rabbit IgG (H+L) HRP	ThermoFisher	G-21234	1:1000
goat anti-Mouse IgG (H+L) Alexa Fluor 405	ThermoFisher	A-31553	1:500
donkey anti-Mouse IgG (H+L) Alexa Fluor 488	ThermoFisher	A-21202	1:1000
donkey anti-Rabbit IgG (H+L) Alexa Fluor 488	ThermoFisher	A-21206	1:1000
donkey anti-Guinea Pig IgG (H+L) Alexa Fluor 488	Jackson ImmunoResearch	706-545-148	1:500
donkey anti-Rabbit IgG (H+L) Cy3	Jackson ImmunoResearch	711-165-152	1:1000
donkey anti-Guinea Pig IgG (H+L) Cy3	Jackson ImmunoResearch	706-165-148	1:1000
donkey anti-Goat IgG (H+L) Alexa Fluor 546	ThermoFisher	A-11056	1:1000
donkey anti-Mouse IgG (H+L) Alexa Fluor 647	ThermoFisher	A-31571	1:1000
goat anti-Rabbit IgG (H+L) Alexa Fluor 647	ThermoFisher	A-21245	1:1000
donkey anti-Guinea Pig IgG (H+L) Alexa Fluor 647	Jackson ImmunoResearch	706-605-148	1:1000
donkey anti-Mouse IgG (H+L) PLAmirus probe	Sigma-Aldrich	DUO92004	1:5
donkey anti-Rabbit IgG (H+L) PLAmirus plus	Sigma-Aldrich	DUO92002	1:5

Validation

All commercially available primary antibodies have been validated by the manufactures.

IFT81 (<https://www.ptglab.com/products/IFT81-Antibody-11744-1-AP.htm>);
 RPL4 (<https://www.ptglab.com/products/RPL4-Antibody-11302-1-AP.htm>);
 eIF3d(<https://www.scbt.com/zh/p/eif3zeta-antibody-a-3?requestFrom=search>)
 eIF3f (<https://www.bethyl.com/product/A303-005A/eIF3F+Antibody>);
 eIF3H (<https://www.cellsignal.com/products/primary-antibodies/eif3h-d9c1-xp-rabbit-mab/3413>);
 Tom20 (<https://www.ptglab.com/products/TOM20-Antibody-11802-1-AP.htm>);
 Gapdh (<https://www.abcam.cn/gapdh-antibody-epr16884-loading-control-ab181603.html>) ;
 LaminB1 (<https://www.ptglab.com/products/LMNB1-Antibody-12987-1-AP.htm>);
 RPL10A (<https://www.ptglab.com/products/RPL10A-Antibody-16681-1-AP.htm>);
 RPL11 (<https://www.ptglab.com/products/RPL11-Antibody-16277-1-AP.htm>);
 RPS3 (<https://www.ptglab.com/products/RPS3-Antibody-11990-1-AP.htm>);
 Acetylated Tubulin (<https://www.sigmaaldrich.cn/CN/en/product/sigma/t6793?context=product>);
 eIF3b (<https://www.scbt.com/p/eif3eta-antibody-n-20/>);
 eIF4E(<https://www.cellsignal.com/products/primary-antibodies/eif4e-c46h6-rabbit-mab/2067>);
 eIF4G(<https://www.cellsignal.cn/products/primary-antibodies/eif4g-antibody/2498>);
 Puromycin (https://www.merckmillipore.com/CN/en/product/Anti-Puromycin-Antibody-clone-12D10,MM_NF-MABE343);
 FMRP (<https://www.abcam.com/fmrp-antibody-ab17722.html>);
 Zo-1 (<https://www.thermofisher.cn/cn/zh/antibody/product/ZO-1-Antibody-clone-ZO1-1A12-Monoclonal/33-9100>);
 GFP (<https://www.mblbio.com/bio/g/dtl/A/?pcd=598>)
 α -tubulin (<https://www.ptglab.com/products/TUBA1B-Antibody-11224-1-AP.htm>);
 α -tubulin(C-terminal) (<https://www.abcam.cn/alpha-tubulin-antibody-microtubule-marker-ab15246.html>);
 β -Tubulin (<https://www.abcam.cn/tubb2a-tubb2b-antibody-ab155311.html>)
 Home-made rabbit anti-RspH4a, rabbit anti-eIF3m, guinea pig anti-Odf2, rabbit anti-cep290, guinea pig anti-Hydin, rabbit anti-Cep164 have been validated in previously published papers.
 Rabbit anti-RspH4a and guinea pig anti-Hydin (Liu et al., 2021. Wdr47, Camsaps, and Katanin cooperate to generate ciliary central microtubules. Nat Commun 4;12(1):5796.doi: 10.1038/s41467-021-26058-5)
 Rabbit anti-Cep290 (Duan et al. 2021. Rabl2 GTP hydrolysis licenses BBSome-mediated export to fine-tune ciliary signaling. EMBO J 40:e105499.)
 Rabbit anti-eIF3m (Zeng et al., 2013. The m subunit of murine translation initiation factor eIF3 maintains the integrity of the eIF3 complex and is required for embryonic development, homeostasis, and organ size control.J Biol Chem. Oct 18;288(42):30087-30093. doi: 10.1074/jbc.M113.506147)
 Rabbit anti-Cep164 and guinea pig anti-Odf2 (Zhao et al., 2021. Fibrogranular materials function as organizers to ensure the fidelity of multiciliary assembly . Nat Commun. Feb 24;12(1):1273.doi: 10.1038/s41467-021-21506-8.)

Eukaryotic cell lines

Policy information about [cell lines](#)

Cell line source(s)

HEK293T (ATCC), HEK293A (Thermo Fisher)

Authentication

The cell lines have been authenticated by STR profiling by the vendor. No further authentication was performed.

Mycoplasma contamination

All cell lines tested negative for mycoplasma contamination.

Commonly misidentified lines
(See [ICLAC](#) register)

No commonly misidentified cell lines were used.

Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

Laboratory animals

Postnatal day 0 mouse pups of either sex from C57BL/6J strain used for primary cell culture.

Wild animals

No wild animals were used.

Field-collected samples

No field-collected samples were used.

Ethics oversight

Experiments involving mouse tissues were performed in accordance with protocols approved by the Institutional Animal Care and Use Committee of CAS Center for Excellence in molecular Cell Science, Shanghai Institute of Biochemistry and Cell Biology, Chinese academy of Sciences.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

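RNA of multicilia purified from day-10 mEPCs was sequenced in 4 libraries, 2 transfected with Ctrl-i and 2 with Fmr-i1 at 40 pmol, 1 of each in Exp.1 and 1 in Exp.2. By the paper's methods, these multicilia were collected with the apical cortexes that carry them. The samples were mapped from their labels and from Supplementary Data 1, which give the same group and experiment for every library. The paper calls the experiments independent, and whether different litters of mice were used is not given in the sources used here.

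The authors deposited FPKM, fragments scaled to transcript length and to the mapped fragments of the library, for 12515 transcript rows. The paper names Cutadapt 1.9.1 for trimming, Hist 2.0.1 for mapping to GRCm38/mm10 and Cuffdiff 2.2.1 for FPKM, and the submitters' processing notes name HISAT2 2.1.0 and featureCounts 1.5.3. Which of these made the deposited FPKM is not settled here. The library kit keeps the strand, and whether counting used it is not given in the sources used here. The values are linear with 2 decimals. No row was at 0 in a Ctrl-i library, none was at 0 in only 1 Fmr-i1 library, 162 rows were listed at 0 in both Fmr-i1 libraries, and 12353 were above 0 in all libraries. A 0 among FPKM can be a failed estimate. A transcript identifier of GENCODE M21 was found for 12483 rows, and 25 symbols that a spreadsheet had turned into dates were restored from it. Of the gene symbols, 1841 have more than 1 row, and these take 4143 rows. The length given beside a row was above the transcript length of the annotation in 94.9% of rows, and it was not used. The median FPKM of rows above 0 in all libraries was 8.32 and 7.73 in Ctrl-i and 8.99 and 9.39 in Fmr-i1. Read depth is unknown, so no counting error can be given. Pearson's r of log2(FPKM+1) across rows lay between 0.851 and 0.883 for all pairs of libraries.

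The paper selected 270 cilia-related genes by gene ontology and sorted those lower in Fmr-i1 in each experiment. Its list gives each gene 1 row, under a transcript or a gene identifier, and how the row was taken is not stated. The paper states no threshold for lower, and an FPKM ratio below 1 was used here because it gives the paper's counts on the rows of its list. The overlap of both experiments and the share of ciliary shaft genes were tested with two-sided Fisher's exact tests across genes, with scipy 1.17.1. Fmr-i1 was compared with Ctrl-i over all rows with limma 3.58.1 in R 4.3.3, on log2(FPKM+1) with a pseudocount of 1 FPKM, a mean of at least 1 FPKM, a variance trend, the experiment as a block and Benjamini-Hochberg adjustment at 0.05. The block was used because the paper compares the libraries within each of its independent experiments. The deviations of libraries of the same experiment had a correlation of -0.0822. With 2 libraries against 2, an exact permutation test cannot go below p = 0.333, and the fit has 1 residual degree of freedom beside the spread shared across rows. Gene lists were tested with limma's camera at a preset correlation of 0.01, 31 of 34 fixed lists with at least 3 measured members, and a symbol with several rows was represented by its row with the highest mean FPKM. The lists were also tested with limma's fry in the reported fit. The study's list was also set against 10000 random lists in 20 bins of mean log2 FPKM. Before the deposited table was examined, the tests, the alternatives and the lists were fixed, as was the rule for named genes. The rule takes Fmr1, the 36 candidates and genes named for the RNA sequencing, every tubulin row, the 10 largest increases and decreases (past the threshold, or else, as here, with a mean of at least 5 FPKM and the same direction in both experiments), and up to 4 members of each list by the smallest p. Supplementary Data 1, which holds the FPKM of the 270 rows in the same libraries, could be seen before any of these were written. Genes named otherwise are said to have been chosen after their values were seen, or stand as examples of a marker list without a value of their own.

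The fit with the block was tested on simulated data drawn from the fitted means and spread, with 200 of 11898 rows changed, and the alternative fits were not. Of 50 rows changed by 1 on the log2 scale 0 were called, of those changed by 4 54% and of those changed by 6 96%, and 5 of 11698 unchanged rows were called. With fewer rows changed, the adjustment is stricter and these shares would be lower. The alternatives were pseudocounts of 0.1 and 5 FPKM, no filter and a minimum of 5 FPKM, median scaling, quantile normalization, rescaling without the 3 mitochondrially encoded RNAs, sums over the rows of a gene, no block, no variance trend, each library left out in turn (which also drops the block), and for the list counts ratios below 1/1.5 and 1/1.1. Counts over the deposited rows alone, and fits without the rows at 0, were added after seeing the data. After the results were seen, a test of the siRNA seed was added. Bases 2 to 8 of the printed Fmr-i1 strand, which is antisense to Fmr1, give the site ATAATAA, and rows with this site in the 3' UTR of GENCODE M21 were set against rows without it, as were rows with each of the other orderings of its bases. Fmr1 was not used in this test, nor was the seed of Ctrl-i. Tests were run with Python 3.11.15 and pandas 2.3.3.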

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

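The count of genes with opposite changes in both experiments was chosen after the values were seen.

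The proliferation list rose in Fmr-i1, a signal outside the genes the paper discusses. All 15 genes were higher, with a median log2 fold change of 0.92, or 0.76 relative to other rows (limma camera, adjusted p = 0.000336, between 4.75e-05 and 0.0118 over the other alternatives set beforehand). The call rests on the preset correlation. With an estimated one its adjusted p = 0.989 (limma camera), but that test has 1 residual degree of freedom and cannot decide. Another test, limma's fry, asks whether a list changed at all and not relative to other rows. It gave an unadjusted p = 0.127 for this list. Fibroblast and mural markers and nuclear retained RNAs were also higher, though neither list passed, and whether RNA of other cells or of nuclei accounts for the rise was not tested.

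The actin cytoskeleton list rose too, likewise outside the genes the paper discusses. Of 28 genes 24 were higher, with a median log2 fold change of 0.41, or 0.25 relative to other rows (limma camera, adjusted p = 0.00392, between 0.00013 and 0.0293 in the alternatives in which it passed). After median scaling the median was 0.22. With an estimated correlation its adjusted p = 0.989 (limma camera), a test on 1 residual degree of freedom that cannot decide. By limma's fry its unadjusted p = 0.205. The list also did not pass without a variance trend. Acta2 and Tagln of this list are also genes of mural cells, and the fibroblast and mural markers were at 0.59 relative to other rows (5 of 6 higher, adjusted p = 0.304), past the threshold only without the Fmr-i1 library of Exp.1 (adjusted p = 0.0252). Whether RNA of such cells accounts for the rise was not tested.

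In both Fmr-i1 libraries 162 rows were listed at 0 that were above 0 in both Ctrl-i libraries, 58 of them with a mean of at least 1 FPKM, and no row was the other way round. The study's list holds 4 rows at 0 in a Ctrl-i library or in only 1 Fmr-i1 library, and 0 of these 4 are in the deposited table, so that they entered the counts of the list with the paper's values. The lack of rows the other way round thus cannot be told apart from a selection of the deposited rows. Without the rows at 0, 182 rows were lower and 366 higher at an unadjusted p under 0.05 in limma, against 235 and 363 with them. About as many rows would pass this p with no change at all.

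Pairs of transcripts of 1 gene changed in opposite directions by at least 4-fold in both experiments in 5 genes, which the paper does not discuss. These are Bag1, Lgr4, Camk2g, 9530068E07Rik and, named after its values were seen, Atp11a. One Bag1 row (ENSMUST00000191273) had 0.06 and 0.07 FPKM in Fmr-i1 and 133.2 and 113.3 FPKM in Ctrl-i, and the other had 92.4 and 136.5 FPKM in Fmr-i1 and 0.02 and 4.49 FPKM in Ctrl-i. Among the 20 rows named as the largest changes, none of which passed the test, 12 had another row of their gene changed at least 2-fold the other way, and 17 had a gene sum that changed by less than 2-fold. Assignment of reads among transcripts that varies from library to library may account for part of the wider pattern. Such genes numbered 12 between the Fmr-i1 libraries and 13 between the Ctrl-i libraries, a mean of 12.5, against a mean of 21.8 between libraries of different groups, a ratio of 0.575 where a ratio under 0.5 would have argued against it. For changes seen the same way in 2 pairs of libraries, the count was 5 genes for Fmr-i1 against Ctrl-i, 0 for Exp.1 against Exp.2 and 0 for the crossed pairs, a count chosen after the values were seen, and 3 arrangements are too few for a test. A change of splicing after Fmr-i1 was not tested, and the cause is left open.

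More rows were higher than lower in Fmr-i1 in Exp.2, with 36.8% of rows lower and a median difference of 0.24 on the log2(FPKM+1) scale, against 45.5% and 0.07 in Exp.1. Mitochondrial ribosomal RNA taking a larger share of the FPKM in the Ctrl-i library of Exp.2 is a candidate explanation. After rescaling without mitochondrially encoded RNAs, 45.4% of rows were lower in Exp.2, just inside the 45 to 55% named in advance, while the share in Exp.1 was 41.9%. A change of RNA content after Fmr-i1 was not tested and stays open.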

How the results depend on the processing

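The fits without the rows at 0 and the counts over deposited rows alone were chosen after seeing the data. Of 1252 values under alternatives, 1205 kept their direction and their side of the threshold or lay within 1.5 times the reported count. This share says little of the list results. Of the 86 results 73 are named genes, and 1 of these passed the threshold in any setting, so most could hardly change side. A count of 0 against 0 is taken as kept, and so are the 162 rows lower in Exp.2 after median scaling against 118. Read depth is unknown and limits what can be said of rows with a low FPKM. Leaving out a library also drops the block, so these fits differ from the reported one in 2 choices. It gives no value for counts made within an experiment, and where it leaves 1 library in a group that library is assumed to vary like the other group. The cause of the differences was not tested, except that a stricter ratio or filter leaves fewer rows to count.

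Rows of the cilia-related list lower in Exp.1, in Exp.2 and in both numbered 38, 47 and 13 at a ratio below 1/1.5. Those lower in both numbered 22 at a ratio below 1/1.1, 23 with a mean of at least 5 FPKM, 69 after median scaling, 66 after quantile normalization and 62 with no replicate block. The odds ratio of the overlap, 0.82 as reported, was 3.03 at a ratio below 1/1.5, 1.04 after quantile normalization and 3.42 with no replicate block. The share of ciliary shaft genes among rows lower in Exp.1 was 55.3% at a ratio below 1/1.5, 73.5% after median scaling, against 73.2% of the other rows, and 79.5% with no replicate block. In Exp.2 it was 81.4% with gene sums.

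With no replicate block 1 row was higher, 2 were lower at an adjusted p of 0.05, and 1 fixed list was lower. In the other fits, those that leave out 1 library included, 0 rows were higher and 0 lower. The cilia-related list against all other rows lay between -0.15 and 0.17 when 1 library was left out, with 0.17 without the Ctrl-i library of Exp.2 and 0.00114 without the Fmr-i1 library of Exp.2. Of the fixed lists, 2 were higher, but 1 with the variance trend off and 0 with an estimated correlation, a test on 1 residual degree of freedom that cannot decide. None was lower, but 2 with a mean of at least 5 FPKM, 4 after median scaling, 2 without mitochondrially encoded RNAs and between 0 and 4 when 1 library was left out.

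When 1 library was left out, the log2 fold change lay between -0.54 and 0.13 for Tuba1c, -0.40 and 1.34 for Tuba4a, -0.21 and 0.16 for Tubb2a, -0.15 and 0.19 for Tubb4b and -0.46 and 0.0240 for Ttc25. It kept its sign but lay between -0.35 and -0.13 for Tuba1a, -0.72 and -0.23 for Tubb4a, and -0.59 and -0.18 for Dcx, and the log2 fold change of Dnah12 between -0.65 and -0.29. The log2 fold change of Tubb4b was -0.18 after median scaling, -0.0408 without mitochondrially encoded RNAs and -0.0264 after quantile normalization. With gene sums Ssna1 was at 0.14, Camsap2 at 0.0400, Ift172 at 0.20, Bag1 at -0.16, Lgr4 at -0.00927 and Camk2g at -0.59.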

Differences from the paper's values

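For Fmr1 in Exp.1, the paper's value in Supplementary Data 1 is 1.07 FPKM in Fmr-i1 and 6.91 FPKM in Ctrl-i, and the row used here has 0 and 0.42 FPKM. In Exp.2 the paper's value is 1.61 FPKM in Fmr-i1, and the row used here has 0. The paper's row carries a gene identifier and the row used here a transcript identifier. Each of these 3 values differs from the paper's by more than 1.5 times under median scaling, quantile normalization, rescaling without mitochondrially encoded RNAs and gene sums as well, with the Ctrl-i value of Exp.1 between 0.343 and 0.435 FPKM. The other alternatives do not act on a single FPKM. For Ctrl-i in Exp.2, the paper's value is 5.78 FPKM and the row used here has 8.13 FPKM, within 1.5 times, but between 8.93 and 9.05 FPKM under the 3 scalings, which is not.

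The paper counts 92 ciliary shaft genes among the rows lower in Exp.2, and the annotation in Supplementary Data 1 gives 91, which lies within 1.5 times. The paper's counts of rows lower in Exp.1, in Exp.2 and in both experiments were obtained here on the same list with a ratio below 1, a threshold that the paper does not state and that was taken because it gives these counts.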

Other observations

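The test of the siRNA seed was chosen after the results were seen.

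Genes of dividing cells rose as a list in Fmr-i1 multicilia, and so did actin cytoskeleton genes. Both calls rest on the preset correlation. With an estimated one (limma camera, adjusted p = 0.989 for both) the test has 1 residual degree of freedom and cannot decide. By limma's fry the unadjusted p was 0.127 for genes of dividing cells and 0.205 for actin cytoskeleton genes. Cdk1, the kinase that starts mitosis, had 38.2 and 24.5 FPKM in Fmr-i1 and 8.68 and 3.24 FPKM in Ctrl-i, a log2 fold change of 2.30 (standard error 0.42), and it alone passed when adjusted over the list alone. Hmgb2 had a log2 fold change of 1.08, Plk1 of 1.27 and Ccna2 of 1.51, none past the threshold. In the actin cytoskeleton list, Tpm1 had a log2 fold change of 1.48, Acta2 of 0.93, Tagln of 0.98 and Myh9 of 1.00, and 0 of its genes passed alone by limma, with 2 higher at an unadjusted p under 0.05. Multiciliation regulators did not pass as a list, with 11 of 16 genes higher, 5 lower and a median of 0.09 relative to other rows (limma camera, adjusted p = 0.458). The 4 members with the smallest p were all higher. Among these 4 were Mcidas at 10.67 and 8.39 FPKM in Fmr-i1 and 2.37 and 2.93 FPKM in Ctrl-i, Deup1 at 29.8 and 14.9 FPKM against 7.52 and 9.03 FPKM, and E2f4 at 16.77 and 13.68 FPKM against 5.04 and 6.93 FPKM.

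Of 15 glycolysis genes 11 were lower, with a median of -0.37 relative to other rows (limma camera, adjusted p = 0.0870), and Aldoc had 347.6 and 209 FPKM in Fmr-i1 and 428 and 429.6 FPKM in Ctrl-i. All 3 mitochondrially encoded RNAs had a negative log2 fold change, at -0.62 relative to other rows (adjusted p = 0.0870), as had all 3 metallothioneins, at -0.54 (adjusted p = 0.257). The experiments differed for mt-Rnr1, which was higher in Exp.1 (85807 FPKM in Fmr-i1 and 82076 FPKM in Ctrl-i), and for Mt2, which was higher in Exp.2 (9743 and 8418 FPKM). None of the fixed lists passed as lower in Fmr-i1 in the fit reported, but several did under alternatives. The mitochondrially encoded RNAs passed in 4 (adjusted p between 0.0165 and 0.0275), glycolysis in 3 (between 0.0202 and 0.0483), metallothioneins in 3 (between 0.0436 and 0.0470), ribosomal proteins in 2 (0.000381 and 0.0441) and interferon response genes in 2 (0.00175 and 0.0142). Microglia markers, astrocyte markers and nuclear OXPHOS genes passed in 1 each, with a library left out (adjusted p = 0.0448, 0.0348 and 0.0293). The FMRP partners were at -0.21 (7 of 17 higher, adjusted p = 0.304), with Mov10 at 0.02 and 0.02 FPKM against 2.51 and 3.38 FPKM, and known FMRP targets at 0.02 (16 of 22 higher, adjusted p = 0.876). Ribosomal proteins were at -0.16 (36 of 74 higher, adjusted p = 0.381) and eIFs at 0.01 (18 of 27 higher, adjusted p = 0.876), both taken from the proteins in Fig. 1b of the paper. Nuclear OXPHOS genes were at -0.15 (21 of 36 higher, adjusted p = 0.756), nuclear retained RNAs at 0.29 (5 of 5 higher, adjusted p = 0.325, with a log2 fold change of 1.07 for Malat1), interferon response genes at -0.20 (10 of 22 higher, adjusted p = 0.304), heat shock and unfolded protein genes at -0.09 (14 of 23 higher, adjusted p = 0.870), immediate early genes at 0.10 (7 of 12 higher, adjusted p = 0.816) and cholesterol synthesis genes at 0.13 (13 of 18 higher, adjusted p = 0.945).

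Rows with a 3' UTR site for the seed of Fmr-i1, 1744 of 10353, had a median log2 fold change of 0.13, against 0.18 for rows without it. The difference of -0.05 was the lowest among the 21 orderings of the site's bases (one-sided exact p = 0.0476), which share stretches with each other. With 21 orderings this p cannot be smaller. The next lowest ordering, TAATAAA at -0.03, also pairs with bases 2 to 7 of the same strand, so the other orderings are not free of the seed and the test cannot decide. The site ATAATAA was in 2 of the 28 candidates with a 3' UTR, Cep126 and Eps15, and in 28 of 213 other rows of the study's list, or 7.14% and 13.1% (two-sided Fisher's exact test, p = 0.545). Sites that pair with bases 2 to 7 alone were not counted.

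Markers of other cells were present. Astrocyte markers were at -0.20 relative to other rows (7 of 15 higher, adjusted p = 0.304), with S100b at 50.8 and 52.6 FPKM in Fmr-i1 and 91.7 and 125.6 FPKM in Ctrl-i. Neuron markers were at -0.23 (3 of 9 higher, adjusted p = 0.383). Oligodendrocyte markers were at -0.19 (3 of 6 higher, adjusted p = 0.792) and microglia markers at -0.58 (1 of 3 higher, adjusted p = 0.257), all by limma's camera. Choroid plexus, endothelial and sex-linked lists had fewer than 3 measured members and were not tested.

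Tubb3 and Dcx, 2 of the study's candidates that are also markers of neurons, had a mean log2 fold change of -0.69, although neither passed the test. Less RNA of neurons in the Fmr-i1 preparations may contribute, since the cultures start from dissected telencephalon and neurons are shaken off after a day. The other 7 neuron markers measured had a median log2 fold change of -0.0561, 3 of them higher and 4 lower, with Stmn3 at 2.76 and 1.66 FPKM in Fmr-i1 and 5.89 and 7.81 FPKM in Ctrl-i. Their distance from Tubb3 and Dcx, 0.63, lies just within their interquartile range of 0.64, so these markers are too few and too spread to decide. For a loss of all abundant ciliary transcripts together, 88 axonemal dynein, radial spoke, microtubule inner protein and IFT rows had a median of -0.0458 relative to all rows (bootstrap 95% interval -0.13 to 0.02). This lies above the -0.42 that the rule set in advance required, so these rows did not fall with Tubb3 and Dcx relative to all rows. That bar comes from Tubb3 and Dcx, candidates chosen for being lower in these libraries, and the interval resamples rows and not libraries. A loss shared by most rows would not show in FPKM, so such a loss is not excluded. An effect of Fmrp on these mRNAs themselves stays open.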
